# RAM is upregulated during T cell activation and is required for RNA cap formation and gene expression

**DOI:** 10.1093/discim/kyad021

**Published:** 2023-11-17

**Authors:** Katarzyna Knop, Carolina Gomez-Moreira, Alison Galloway, Dimitrinka Ditsova, Victoria H Cowling

**Keywords:** T cells, transcriptomics, activation, RNA cap, transcription, translation

## Abstract

On T cell activation, upregulation of gene expression produces the protein required for the differentiation and proliferation of effector cell populations. RAM (RNMT-Activating Mini protein/RAMAC/Fam103a1), the cofactor of the RNA cap methyltransferase RNMT (RNA guanosine N-7 cap methyltransferase), is upregulated following activation. Formation of the RNA cap protects RNA during synthesis and guides RNA processing and translation. Using conditional gene deletion, we found that *Ram* expression stabilizes RNMT protein in T cells and is required for its upregulation on activation. When the *Ram* gene is deleted in naïve T cells, there are major impacts on activation-induced RNA cap formation and gene expression. Activated T cell proliferation is dependent on increased ribosome production; in *Ram* knockout T cells, activation-induced expression of ribosomal protein genes and snoRNAs is most severely reduced. Consistent with these changes, *Ram* deletion resulted in reduced protein synthesis, and reduced growth and proliferation of CD4 T cells. Deletion of *Ram* results in a similar but milder phenotype to *Rnmt* deletion, supporting the role of RAM as a RNMT cofactor.

## Introduction

When T cells are activated in response to antigen recognition, elevated transcription, RNA processing and translation accelerate the protein production required for rapid proliferation and differentiation into effector lineages [1–4]. During this phase of rapid gene expression, increased RNA cap formation on RNA pol II transcripts is critical [5]. The RNA cap protects RNA during transcription and recruits factors involved in RNA processing, export, and translation [6, 7]. Upregulation of the major RNA cap methyltransferase, RNMT (RNA guanosine N-7 cap methyltransferase), is required for increasing gene expression in activated T cells [5].

RNMT increases mRNA production via co- and post-transcriptional stabilization of RNA and via non-catalytic impacts on mRNA production [5, 7–9]. A key function of the RNA cap is to mediate the recruitment of mRNA to the ribosome. In T cells, RNMT additionally increases the ribosome content. RNMT has specific impacts on ribosome production by selectively upregulating RNAs encoding ribosomal proteins, ribosomal RNA synthesis and processing factors, and ribosome biogenesis factors [5]. Many RNAs governing ribosome production or translation are members of the TOP RNA family, which have a 5ʹ polypyrimidine tract that binds to the RNA cap-binding protein LARP1 (La Ribonucleoprotein 1, Translational Regulator), which protects RNA from degradation and impacts on translation [10, 11]. *In vitro*, RNMT-catalysed N-7 cap guanosine methylation is required for LARP1 to interact with capped RNA and in T cells LARP1-interacting RNAs are repressed following *Rnmt* gene deletion [5, 12–14]. Thus, the LARP1–^m7^G interaction selectively enhances the stability of TOP-RNAs during T cell activation, providing the increased ribosome content required for RNA translation and cell proliferation.

The expression and activity of RNMT are dependent on its cofactor RAM (RNA-activating mini protein/RAMAC) [15]. RAM has several positive impacts on RNMT function; RAM binding to RNMT alters active site dynamics resulting in increased RNA cap methylation, it has a RNA binding domain which recruits RNA to the RNMT complex, and it increases the stability of RNMT [8, 15–18]. During embryonic stem cell differentiation, regulation of RAM has a critical role [19, 20]. RAM is repressed during embryonic stem cell differentiation resulting in reduced RNMT activity; this mechanism is necessary for the repression of pluripotency genes. Conversely, RAM is upregulated during T cell activation, leading to questions about the role of RAM in gene regulation during this process [5].

Here we report that during T cell activation, RAM is required for the upregulation of RNMT and the gene regulation associated with ribosome production. Deletion of the *Ram* gene results in reduced protein synthesis and reduced proliferation in activated T cells.

## Materials and methods

### Mice

Animal experiments were performed in accordance with UK Home Office and ARRIVE guidelines. Reviewed by the University of Dundee Welfare and Ethical Use of Animals Committee and the University of Glasgow Animal Welfare and Ethical Review Board. *Ram (Ramac/Fam103a1)*^fl/fl^ mice (loxP sites flanking exon 2 of *Ramac)* were sourced from Taconic Artemis Gmbh. *Rnmt*^fl/fl^ mice with loxP sites flanking exon 3 of *Rnmt* were published previously [5]. CD4-Cre (Tg(Cd4-cre)1Cwi) mice were published previously [21]. Animals used in this study were on a C57BL/6J background. Mice were housed in a pathogen-free environment and kept under standard conditions with a 12-h day/night cycle with access to food and water *ad libitum*. Environmental enrichments were added to all cages. Genotyping of ear notches taken at weaning was performed by either the MRC unit genotyping team or Transnetyx. Mice were bred in compliance with EU and Health Products Regulatory Authority standards and used between 8 and 14 weeks old. For all experiments, one mouse represents one biological replicate.

### T cell extraction

Lymph nodes (inguinal, brachial, axillary, superficial cervical, mesenteric, lumbar, and caudal), spleens, and thymi were dissected from mice and passed through a 70 µm cell strainer (Falcon) to prepare cell suspensions in T cell culture medium: RPMI 1640 medium, Thermo Fisher Scientific) supplemented with 10% heat-inactivated Fetal Bovine Serum (FBS) (Thermo Fisher Scientific), 50 000U of Penicillin–Streptomycin (Thermo Fisher Scientific) and 50 µM B-mercaptoethanol (Merck). Cells were counted either using the BD FACSVerse (BD Biosciences), Novocyte (Acea Biosciences) or Attune NxT Flow Cytometer (Thermo Fisher Scientific). For this purpose, cells were incubated with labelled antibodies and FC block (anti-CD16/32, Biolegend) in Phosphate-buffered Saline (PBS) + 2% FBS. Cells were labelled with 0.1 μg/ml DAPI. Details of all antibodies used in this study are in Supplementary Table S6.

### *Ex vivo* activation of CD4 and CD8 T cells

For proliferation analysis, cells isolated from spleens were cultured in T cell culture medium with 0.5 μg/ml Ultra-LEAF purified anti-mouse CD3ε antibody (clone 145-2C11, Biolegend), and 0.5 μg/ml Ultra-LEAF purified anti-mouse CD28 antibody (clone 37.51, Biolegend). 20 ng/ml interleukin 2 (IL-2, Proleukin, Norvatis) was added on days 2 and 3. CD4 or CD8 T cell numbers and forward scatter (FSC-A) were assessed using a Novocyte Flow Cytometer (Aceabio) or Attune NxT Flow Cytometer (Thermo Fisher Scientific). CD4 T cells were MACS magnet sorted using a mouse CD4 + T cell Kit (130-104-454; Miltenyi Biotec). Live and T cell numbers and purity (resulting in a minimum of 90%) were assessed using a Novocyte flow cytometer (Aceabio). Gating strategies for FACS are presented in Supplemental Figs. 1–4.

### RNA preparation for mass spectrometry and RNA sequencing

RNA was extracted using Tri-reagent (Sigma/Merck) or Trizol (Thermo Fisher Scientific) and quantified by Nanodrop (Thermo Fisher Scientific) or Qubit™ RNA BR Assay Kit (Thermo Fisher).

### CAP–MAP

Cap analysis protocol with minimal analyte processing (CAP–MAP) was used to analyse RNA cap structures by Mass Spectrometry (MS) [5, 22].

### RNA sequencing analysis

*Rnmt* and *Ram* cKO T cells were MACS magnet sorted from mouse lymph nodes using a mouse CD4 + T Cell Isolation Kit (Miltenyi Biotec), then activated for 20 h on anti-CD3 antibody (5 μg/ml) and anti-CD28 antibody (1 μg/ml) coated plates in T cell medium. CD4 T cell purities were assessed by flow cytometry and were ~98%. Cre recombinase-negative littermates (Cre-) were used as controls. RNA was isolated using Tri-reagent (Sigma/Merck) and submitted to Genewiz for strand-specific Illumina library preparation using ribosomal RNA depletion and Illumina NovaSeq paired-end 150 bp sequencing. Sequence quality was checked using FastQC. Sequences were aligned to mm10 with gencode vM25 basic annotation, and gene count tables were generated using STAR version 2.5.2b. Differential gene expression analysis was performed in R with EdgeR using a counts per million (CPM) threshold of one in at least three samples. Gene annotations were downloaded using biomaRt, plots drawn using ggplot2, and genes with an FDR below 0.05 in the differential expression analysis were submitted to Webgestalt using Wikipathways for gene set overrepresentation analysis. To assess sRNA (small RNAs) expression, reads were aligned to mm10 using STAR 2.5.2b with filters on multimapping reads removed to avoid losing data on small RNAs contained in repeating genes. Gene counts were recalculated with HTseq such that the primary alignments of multimapping reads were counted then summed read counts for each Rfam sRNA gene family were calculated. Differential expression analysis was repeated using EdgeR including the mRNA read counts to allow read count normalization and using a CPM threshold of one in at least three samples. For splicing analysis, a custom GFF annotation file, including intron and exon locations was generated using a perl script posted on seqanswers (http://seqanswers.com/forums/showthread.php?t=42420) by Alejandro Reyes and then sorted according to strand in R. Exonic and intronic reads were counted using HTSeq, and differential splicing analysis was carried out using DEXseq. Plots were drawn using ggplot2.

### Western blot

T cells were lysed in 10 mM Tris HCl pH 7.05; 50 mM NaCl; 30 mM Na_4_P_2_O_7_; 50 mM NaF; 10% glycerol; 0.5% triton X-100; 10 mM aprotonin; 1 mM leupeptin; 1 mM pepstatin; 10 mM PI2, 10 mM PI3 and 100 mM DTT on ice and sonicated 5× for 30 s at medium intensity on Bioruptor (Diagenode). Protein samples from 1 to 5 × 10^5^ cells were resolved by SDS–PAGE and transferred into PVDF membranes with Tris–glycine buffer (25 mM Tris, 190 mM glycine, 20% methanol). Membranes were incubated with primary antibodies (polyclonal anti-RNMT or anti-RAM antibodies, in-house; anti-GAPDH or anti-ACTIN antibodies, Supplementary Table S6) for 2 h at room temperature, followed by incubation with the relevant HRP-conjugated secondary antibodies (Supplementary Table S6) for 1 h at room temperature. Signals were developed using Pierce Super Signal ECL (Thermo Fisher Scientific) and visualized digitally using Fuji Las 4000 (Fujifilm).

### Translation assay

For assessing the efficiency of translation, *ex vivo* activated T cells from control and *Ram* cKO mice, collected on Day 1 and Day 2, were incubated with 1 μg/ml Puromycin for 10 min at 37°C in T cell culture medium, stained with Fixable Viability Dye eFluor 780 (eBioscience), fixed with 1% PFA in PBS (Santa Cruz Biotech) on ice, permeabilized and stained using anti-Puromycin antibodies (Millipore) and other surface markers (as above) in saponin buffer (PBS + 5% FBS + 0.1% saponin).

### Statistics

The statistical significance of the results presented was calculated using double-sided, unpaired Student’s *t*-test. Statistical analysis in bioinformatics described in RNA sequencing analysis.

## Results and discussion

### The RNMT cap methyltransferase activator, RAM, is upregulated during T cell activation

We investigated the mechanisms by which gene expression is increased during T cell activation. Following activation of CD4 T cells *ex vivo*, RNMT and its activating subunit RAM were upregulated (Fig. 1A). RAM and RNMT were also found to be upregulated on CD4 and CD8 T cell activation in the ImmPRess mass spectrometry data set [23]. 

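The *Ram* gene is listed as Ramac in the mouse annotation, with the Ensembl identifier ENSMUSG00000038646.13. It is a protein-coding gene on the plus strand of chromosome 7 of the GRCm38 genome, from 81762925 to 81769491.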

To study the role of RAM in T cells, we deleted the *Ram* gene (*Fam103a1*/*Ramac*) at the double positive (DP) stage of T cell development. Mice with floxed *Ram* alleles were crossed with mice expressing CD4 promoter-driven Cre recombinase (CD4-Cre) to generate *Ram*^fl/fl^ CD4-Cre mice (*Ram* cKO, conditional knockout, Fig. 1B and C) [21]. *Ram* gene deletion occurs in CD4 + CD8 + DP cells, the developmental precursors of CD4 and CD8 single positive (SP) T cells (Fig. 1C). Loss of RAM protein was confirmed in *Ram* cKO CD4 T cells (Fig. 1D). In activated *Ram* cKO CD4 T cells there was also decreased RNMT protein, consistent with the dependency of RNMT expression on RAM protein observed in other cell lineages and cell lines (Fig. 1D) [15, 19, 24].

**Figure 1:**
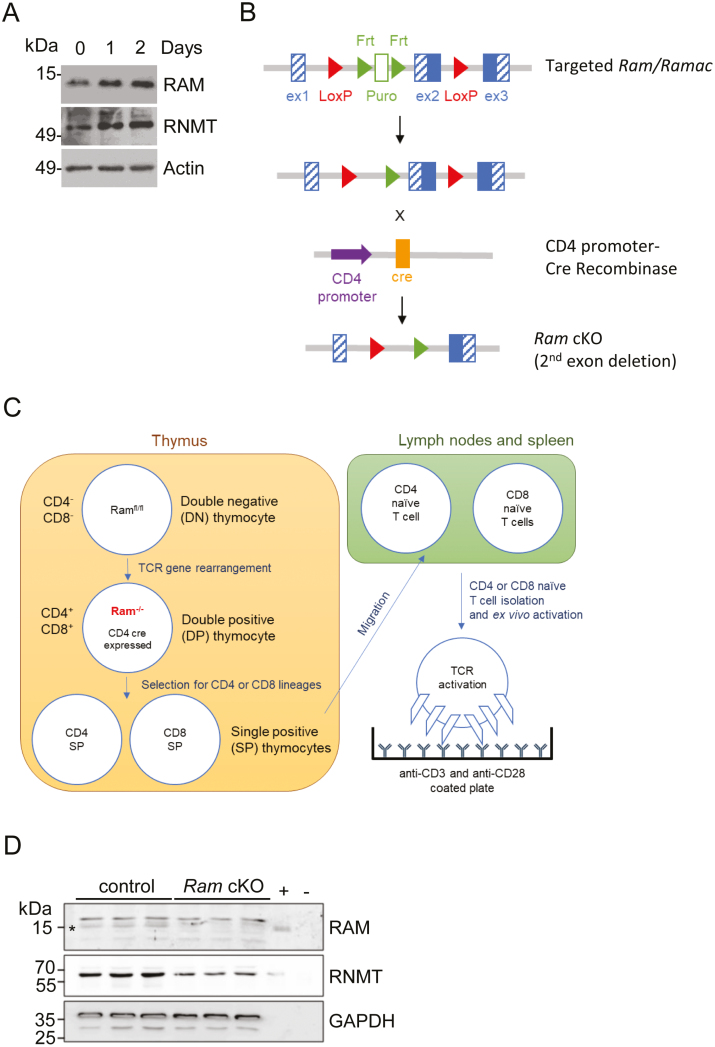
RAM and RNMT are upregulated following T cell activation. (**A**) Western blot analysis of RAM and RNMT protein levels in naïve (Day 0), and *ex vivo* activated (Days 1 and 2) CD4 T cells. ACTIN was used as a loading control. Data was generated from the cells of one mouse and is representative of data from three mice. (**B**) Schematic of *Ram* cKO strategy. (**C**) The *Ram* cKO T cell model: progenitor and mature T cell populations and *ex vivo* activation protocol are depicted. *Ram* deletion is in the double positive (DP; CD4 + CD8+) thymocytes. (**D**) Western blot analysis of RAM and RNMT protein levels in control (*Ram*^*fl/fl*^) and *Ram* cKO activated CD4 T cells. Sample in each lane generated from cells of one mouse. RNMT immunoprecipitates (+) from mouse brain lysates and (–) from liver lysates were used to verify the migration of RAM. GAPDH was used as a loading control. A star indicates the RAM band

### *Ram* is required for T cell development and activation

*Ram* cKO DP, CD4 SP, and CD8 SP thymocytes were similar in number to controls (Fig. 2A). In the spleen and peripheral lymph nodes, the number of *Ram* cKO CD8 T cells was reduced whereas the number of *Ram* cKO CD4 T cells was unchanged (Fig. 2B and C). Previously in *Rnmt* cKO (*Rnmt*^fl/fl^ CD4-Cre mice), the number of CD8 and CD4 T cells was observed to be reduced in the spleen and lymph nodes, with a greater reduction in CD8 T cells [5]. Therefore, the deletion of *Rnmt,* the cap methyltransferase catalytic subunit, has a more severe impact on development than the deletion of *Ram,* the cofactor. In the mesenteric lymph nodes (mLNs), *Ram* cKO CD4 and CD8 T cells were increased (Fig. 2D). Increased T cells in the mLN were also observed in the *Rnmt* cKO (data not shown). The mechanism behind the increased cellularity of the mLNs is unknown but might involve mild inflammation and increased recruitment of immune cells. Consistent with this, *Rnmt* cKO and *Ram* cKO mice occasionally develop anal prolapses (~5% incidence). We speculate that this phenotype may relate to reduced T-regulatory cell function which could reduce tolerance to gut antigens and affect gut epithelial homeostasis [25]. The impact of *Ram* cKO on naïve, central memory, and effector memory CD4 and CD8 T cells was assessed by analysing CD62L and CD44 expression (Fig. 2E). Most splenic and lymph node T cells in uninfected mice are expected to have a naïve phenotype and this was the case in both control and *Ram* cKOs. The proportion of central memory CD4 and CD8 T cells (CD62L high/CD44 high), was lower in *Ram* cKOs, consistent with decreased numbers of CD4 and CD8 central memory cells in the spleen and peripheral lymph nodes.

**Figure 2:**
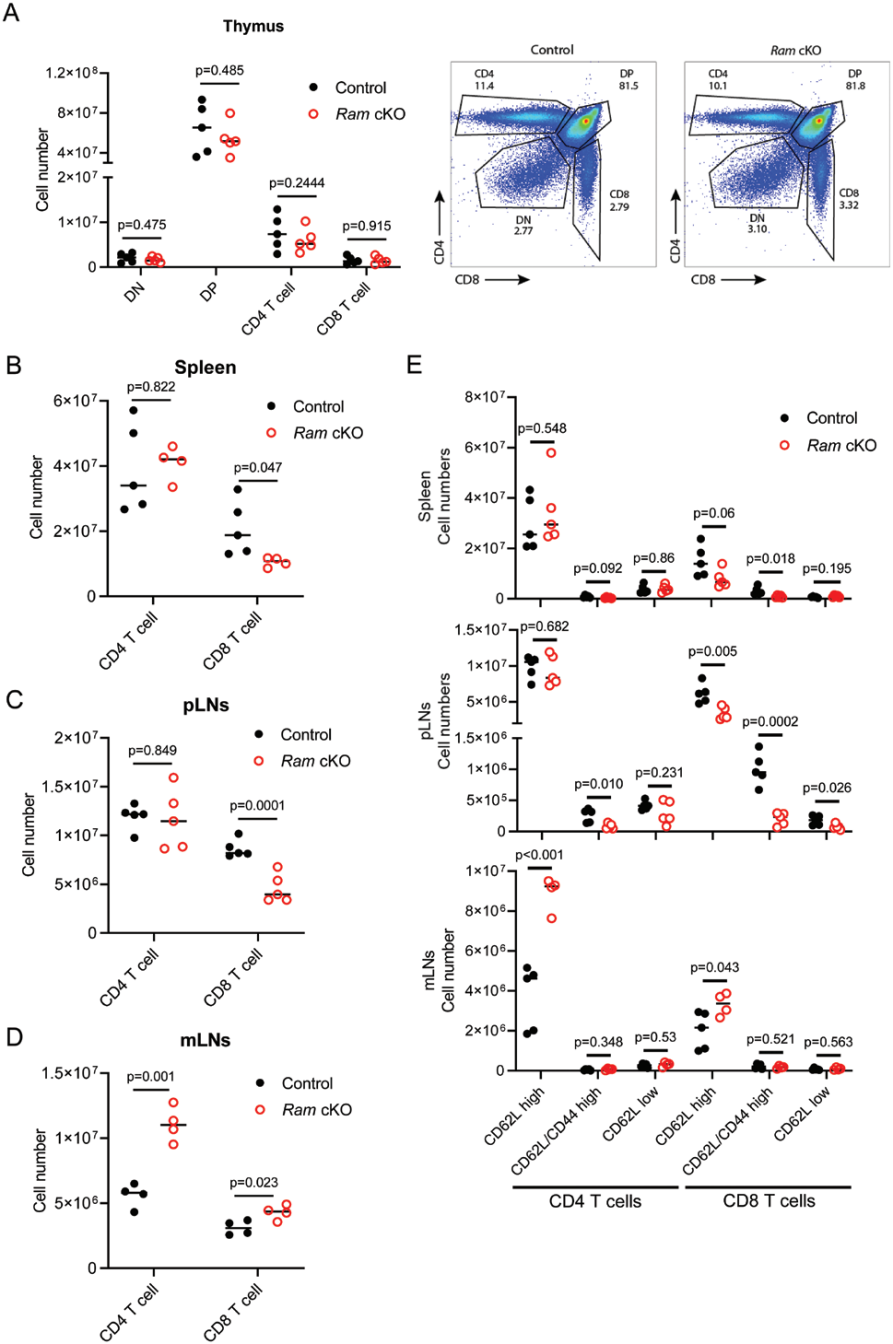
*Ram* deletion results in a reduction in CD8 T cells. (**A**) A number of CD4 and CD8 double negative (DN), double positive (DP) and single positive T cells in the thymus in control (*Ram*^*fl/fl*^, *n* = 5) and *Ram* cKO (*n* = 5) mice. Representative FACS plot, right panel, including % in each gate. Number of CD4 and CD8 T cells in (**B**) spleen (control (*n* = 5) and *Ram* cKO (*n* = 4) mice), (**C**) peripheral lymph nodes (pLNs) (control (*n* = 5) and *Ram* cKO (*n* = 5) mice) and (**D**) mesenteric lymph nodes (mLNs) (control (*n* = 4) and *Ram* cKO (*n* = 5) mice). (**E**) Percentage of CD4 and CD8 CD62L high, CD62L/CD44 high and CD62L low T cells in spleen (top panel, control (*n* = 5) and *Ram* cKO (*n* = 5) mice), peripheral lymph nodes (pLNs, middle panel, control (*n* = 5) and *Ram* cKO (*n* = 5) mice), and mesenteric lymph nodes (mLNs, bottom panel, control (*n* = 5) and *Ram* cKO (*n* = 4) mice). Dots indicate biological replicates, lines indicate means, and *P* values from Student’s *t* test. Gating strategies are depicted in Supplementary Figs. 1 and 2

### *Ram* is required for the proliferation of activated T cells

Following activation *ex vivo* by culturing with anti-CD3 and anti-CD28 antibodies, CD4 and CD8 T cells in spleen cell suspensions from control mice proliferated rapidly (Fig. 3A and B). *Ram* cKO CD4 and CD8 T cells failed to proliferate. Activated *Ram* cKO CD4 T cells had lower forward scatter (FSC-A), than controls, indicating reduced size (Fig. 3C). The *Ram* cKO CD8 T cell FSC was equivalent to controls (Fig. 3D). In *Rnmt* cKO, CD4 and CD8 T cells also had reduced FSC and proliferation, therefore following activation *Ram cKO* T cells exhibited a similar but milder phenotype to *Rnmt* cKO ( [5], data not shown).

**Figure 3:**
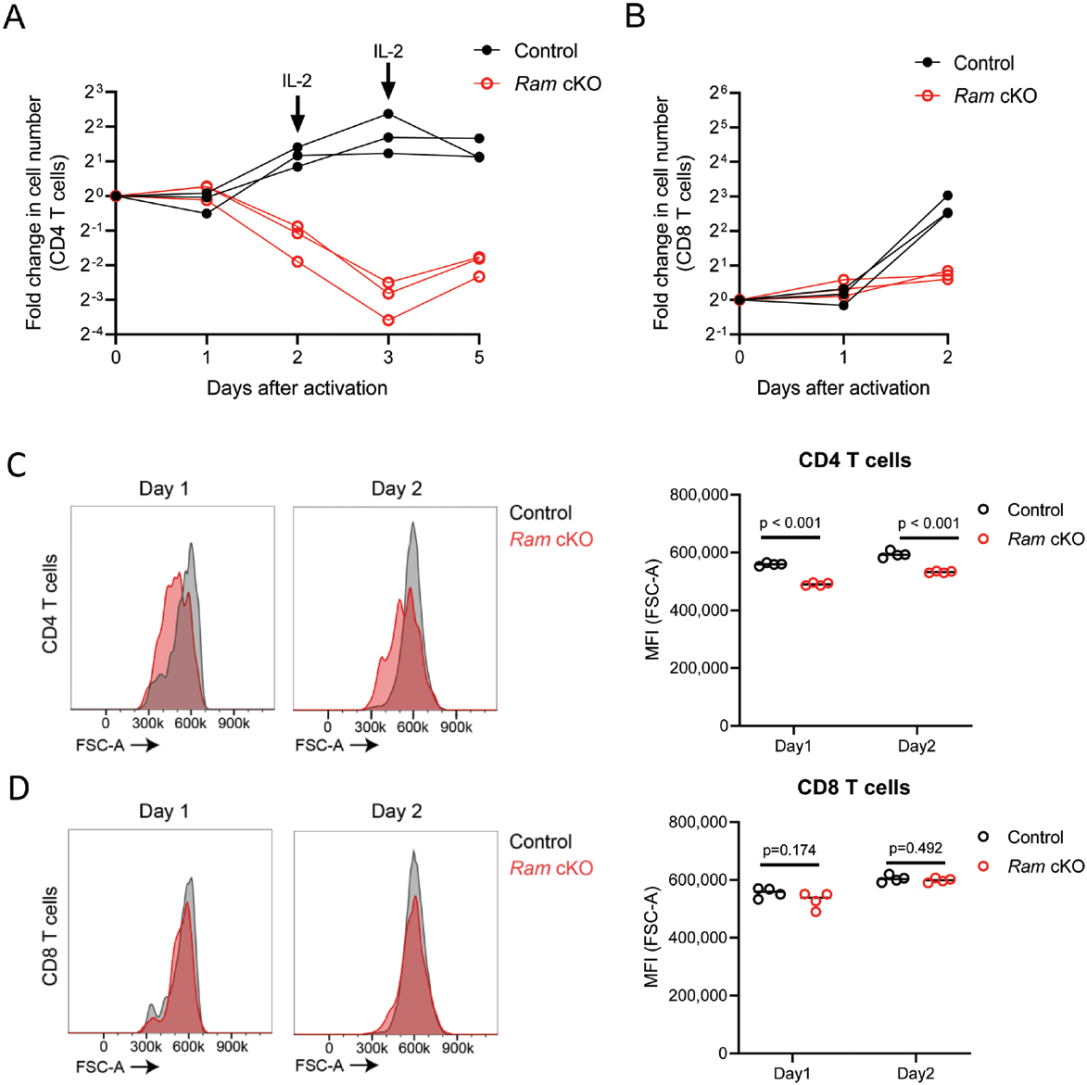
Activated Ram cKO CD4 and CD8 T cells have a proliferation defect. Splenocytes from control (*Ram*^fl/fl^) (*n* = 3) and *Ram* cKO mice (*n* = 3) were activated *ex vivo* and cultured. The number of cells was determined: (**A**) CD4 T cells and (**B**) CD8 T cells. Forward scatter (FSC-A) was measured on Days 1 and 2 in (**C**) CD4 T cells, (**D**) CD8 T cells. Representative histograms left panels. MFI plots, right panels (*n* = 4). Dots indicate biological replicates, lines indicate means, and *P* values from Student’s *t* test. Gating strategies are depicted in Supplementary Figs. 2 and 3

Since RAM increases RNMT-dependent ^m7^G cap methylation, we investigated the impact of *Ram* deletion on RNA cap structures [8, 15, 17]. CAP–MAP mass spectrometry was used to quantitate RNA cap structures in CD4 T cells (Fig. 4) [22]. As previously reported, wild-type T cells have a ^m7^G cap structure on almost all mRNA (Fig. 4A) [5, 22]. In *Ram* cKO CD4 T cells, the mature caps ^m7^GpppC_m_, ^m7^GpppA_m_, and ^m7^GpppG_m_ were decreased (Fig. 4A). Consistent with the loss of guanosine cap methylation (^m7^G) some of the corresponding precursor immature caps, GpppA_m_, Gppp^m6^A_m_, and GpppG_m_ were increased (Fig. 4A). When the initiating transcribed nucleotide was G or A, the corresponding ^m7^G caps ^m7^GpppG_m_ and ^m7^GpppA_m_ were reduced by ~25% in *Ram* cKO and *Rnmt* cKO CD4 T cells (Fig. 4B). When the first transcribed nucleotide was cytosine, the proportion of ^m7^G caps remained high in *Ram* and *Rnmt* cKO CD4 T cells, consistent with GpppC_m_ and other immature C caps being unstable (Fig. 4B). As a consequence, *Ram* cKO T cells had a lower proportion of mRNAs initiating with cytidine (Fig. 4C), and a similar observation was made in *Rnmt* cKO [5].

**Figure 4:**
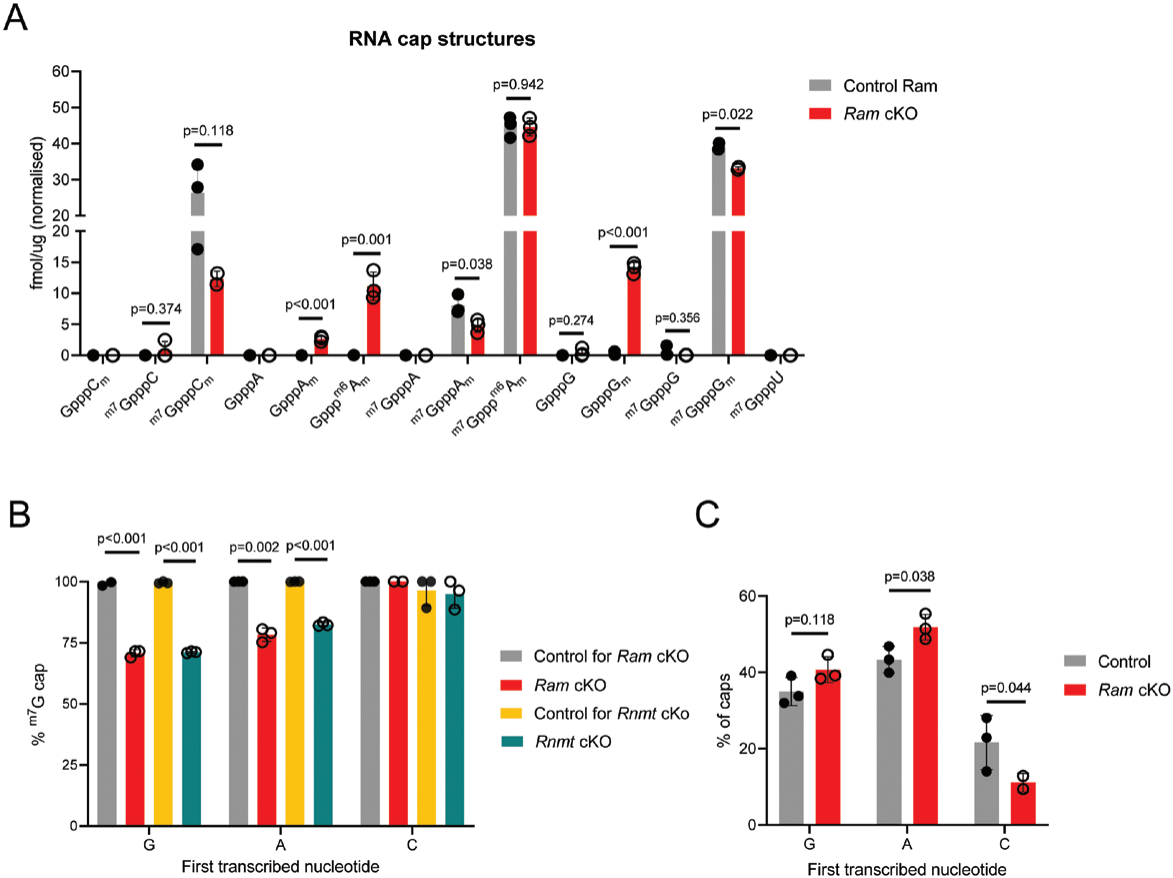
Ram cKO CD4 T cells have reduced ^m7^G-capped RNA. CD4 T cells were purified from control (*n* = 3), *Ram* cKO (*n* = 3) and *Rnmt* cKO (*n* = 3) mice and activated *ex vivo* for 26 h. (**A**) CAP–MAP quantitation of cap structures in control and *Ram* cKO CD4 T cell mRNA. Note C cap detection failed in one *Ram* cKO replicate. (**B**) The proportion of ^m7^G-capped mRNAs initiating with guanosine (G), adenine (A) or cytosine in *Ram* cKO and *Rnmt* cKO CD4 T cells. (**D**) The proportion of capped mRNAs initiating with guanosine (G), adenine (A), or cytosine (C) in control and *Ram* cKO CD4 T cells. Dots show biological replicates, bars indicate mean, and *P* values from Student’s *t* test

### *Ram* controls the expression of mRNA and snoRNA associated with ribosome biogenesis

Since *Ram* cKO T cells had reduced proliferation, we investigated changes in their transcriptome which may be consistent with this defect. 

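For the RNA sequencing, CD4 T cells from the lymph nodes of 3 *Ram* cKO mice and 3 Cre-negative littermates were kept for 20 h on plates coated with anti-CD3 antibody (5 μg/ml) and anti-CD28 antibody (1 μg/ml). Ribosomal RNA was depleted and strand-specific libraries were sequenced. The authors aligned the read pairs with STAR and deposited the number of uniquely mapped pairs on the exons of each gene, without normalization, counted on the sense strand, on the antisense strand and without regard to strand. Sense counts were used here. Their CPM differed from Supplementary Table S1 by an SD (median over the 6 *Ram* samples) of 0.0049 on the log2 scale over 1998 genes, against 0.32 for the unstranded counts. Between 16647168 and 29971331 read pairs were counted on genes in the *Ram* cKO samples (median 28625174), and between 16389697 and 29157111 in the controls (median 29051201). The smallest level these 6 libraries can show, 3 counts, is between 0.100 and 0.183 CPM, a floor that covers counting error only.
The *Ram* and *Rnmt* samples of the study, 12 in all with 3 mice per group, were fitted together with 1 mean per group, after TMM normalization and a filter of 1 CPM in at least 3 samples, and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The common biological coefficient of variation between mice was 5.87%. In simulated counts with 200 changed genes of 13498, the test found 86% of the changed genes and made 6 false calls. Of those changed by at least 1 on the log2 scale it found 94.0%. Far fewer genes changed there than in the real data, so normalization under wide changes was not checked.
Ramac, the deleted gene, was at 3.86, 6.87 and 6.91 CPM in the *Ram* cKO samples and at 28.6, 24.9 and 25.7 CPM in the controls, a log2 fold change of -2.11 (standard error 0.13, adjusted p = 3.9e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only part of the gene is flanked by loxP sites and all its exons are counted, so the remaining reads do not measure intact Ramac transcript. Rnmt RNA was at 101 ± 7.60 CPM (SD, n = 3 mice) in *Ram* cKO and 94.2 ± 5.47 CPM (SD, n = 3) in control. This difference (log2 fold change 0.099, standard error 0.066) was not past the threshold (adjusted p = 0.225 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With scaling by library size only, the log2 fold change was 0.18 and past the threshold.

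**Figure D1:**
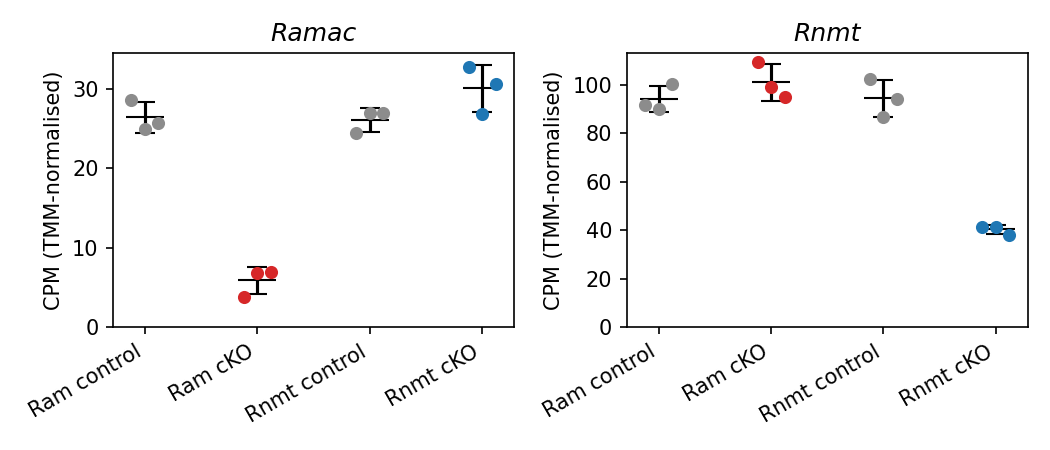
CPM of Ramac (left) and Rnmt (right) in each sample of the *Ram* and *Rnmt* lines, normalized by TMM. Points are mice, and lines with bars are the mean and SD of 3 mice. Ramac is at 6.91 CPM or lower in the *Ram* cKO samples and Rnmt at 41.5 CPM or lower in the *Rnmt* cKO samples.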

*Ram* cKO CD4 T cells were activated *ex vivo* for 20 hours and the transcriptomes were analysed by RNA sequencing. The sequencing performed here will not distinguish the mechanism of gene regulation and whether RAM has a direct or indirect impact, however, all genes regulated will potentially contribute to the phenotype observed. 

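Of 55401 genes in the count tables, 28919 had at least 1 count and 13498 passed the filter. In *Ram* cKO cells, 3466 genes were lower and 3312 were higher than in control cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is 50.2% of the genes tested. Most changes were small, with a median absolute log2 fold change of 0.42 among these genes. The counts moved most when an absolute log2 fold change of at least 1 was also required, to 325 lower and 558 higher. The share of changed genes that were lower was 51.1% with TMM normalization and 37.6% with scaling by library size only. The deviations of same-numbered *Ram* samples from their group means had a mean correlation of 0.112 across genes, and with the replicate number as a block 3417 genes were lower and 3224 higher. The 3 cKO and 3 control samples did not overlap for 56.1% of the genes tested, where chance gives 10%.
Among genes with an average of at least 1 CPM and no overlap between the groups, the largest decreases were in the snoRNA gene Gm23201 (log2 fold change -3.03), Dapl1 (-2.79), Zbtb16 (-2.76), the antisense transcript Gm14718 (-2.60) and the snoRNA host transcript Snhg3 (-2.52). Snhg3 (chromosome 4, 132348014 to 132353686 of GRCm38) fell from 90.3 ± 5.67 to 15.7 ± 0.564 CPM (SD, n = 3 mice each), with an adjusted p of 2.9e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest increases were in Gm33707, Slc1a2, Arc, Adm and Rpl10a-ps2. The processed pseudogene Gm33707 (chromosome 3, 60769887 to 60770455) had 0 counts in each control and 7.36 ± 0.901 CPM (SD, n = 3) in *Ram* cKO, which against the floor is at least 35.4-fold higher. Arc (chromosome 15, 74669083 to 74672570) rose from 8.74 ± 1.68 to 163 ± 10.7 CPM (SD, n = 3 mice each), a log2 fold change of 4.23 (standard error 0.12, adjusted p = 6.8e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Slc1a2 rose from 0.358 ± 0.154 to 10.6 ± 1.50 CPM (log2 fold change 4.75) and Adm from 0.205 ± 0.0373 to 3.95 ± 0.647 CPM (log2 fold change 4.20). Rpl10a-ps2 (log2 fold change 4.14) is a pseudogene copy of a ribosomal protein gene, and reads of the parent gene can be counted on it. All 79 ribosomal protein genes tested had negative log2 fold changes in *Ram* cKO, the highest -0.098. This argues against reads of the parent gene as the source of the rise.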

Out of 13140 genes whose RNAs passed detection thresholds, 3496 were significantly reduced and 3294 were significantly upregulated in the *Ram* cKO CD4 T cells compared to controls (Fig. 5A, Supplementary Table S1). Consistent with a defect in cell growth and proliferation, gene set overrepresentation analysis indicated that RNAs downregulated in *Ram* cKO CD4 T cells were highly enriched for transcripts encoding ribosomal proteins, with over 80% of genes in this pathway being sensitive to *Ram* deletion (Fig. 5B, Supplementary Table S1). 

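The list of 79 cytoplasmic ribosomal protein genes used here was written before the data were examined and stands in for the pathway list of the authors. Of these genes, all 79 were tested and 76 (96.2%) were lower in *Ram* cKO cells, against 25.3% of all other genes tested (adjusted p = 2.7e-40 over 11 gene sets, one-sided Fisher's exact test with Benjamini-Hochberg adjustment, unadjusted p = 2.4e-41). Fisher's exact test takes genes as independent, which genes regulated together are not. Limma's camera, which allows for a fixed correlation between genes, gave an adjusted p of 8.6e-27 over the same sets. Adjusted over the list alone, 77 were lower, and with the replicate number as a block 76. The log2 fold changes ran from -1.24 to -0.098 with a median of -0.58, and 3 genes were left when an absolute log2 fold change of at least 1 was also required, the alternative that moved the count most. Many of these genes have pseudogene copies with which uniquely mapped reads can be exchanged. The largest decreases were in Rplp1, Rps29 and Rps20. Rplp1 (chromosome 9, 61913284 to 61914542 of GRCm38) fell from 1429.6 ± 141 to 607 ± 8.83 CPM (SD, n = 3 mice each), a log2 fold change of -1.24 (standard error 0.060, adjusted p = 2.1e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rps29 had a log2 fold change of -1.21 (standard error 0.092) and Rps20 one of -1.03 (standard error 0.077).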

Other downregulated RNAs in the *Ram* cKO T cells belonged to gene families associated with metabolism, amino acid biosynthesis pathways, TCA cycle and DNA replication pathways. 

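The lists for the other pathways were also written before the data were examined, and the adjusted p of each set is from the one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the same 11 sets. In the TCA cycle, 16 of 26 genes were lower and 3 higher (adjusted p = 2.6e-04, Fisher's exact test, Benjamini-Hochberg). The largest decreases in this set were in Pck2 (log2 fold change -1.03), Suclg2 (-0.86) and Pdha1 (-0.84). For glycolysis and gluconeogenesis, 20 of 27 genes were lower and 2 were higher, Eno2 and Eno3 (adjusted p = 1.0e-06, Fisher's exact test, Benjamini-Hochberg). Ldha fell from 1074 ± 42.9 to 538 ± 19.5 CPM (SD, n = 3 mice each). For amino acid biosynthesis, 15 of 25 genes were lower and 4 higher (adjusted p = 4.6e-04, Fisher's exact test, Benjamini-Hochberg). Ass1 fell most among them (log2 fold change -1.21, standard error 0.064), and Gpt2 (0.53), Glul (0.52) and Bcat1 (0.20) rose. For fatty acid biosynthesis, 13 of 23 genes were lower and 4 higher (adjusted p = 0.00197, Fisher's exact test, Benjamini-Hochberg). Mitochondrial fatty acid beta-oxidation had 11 of 23 genes lower and 1 higher (adjusted p = 0.0199, Fisher's exact test, Benjamini-Hochberg). Limma's camera gave adjusted p values of 0.00799 for the TCA cycle, 7.1e-06 for glycolysis and gluconeogenesis and 0.00739 for amino acid biosynthesis. For fatty acid biosynthesis camera gave 0.0231 and for beta-oxidation 0.00843. The number of lower genes in each of these 5 sets was the same when adjusted over the list alone, and with the replicate number as a block 10 of the 11 sets passed the threshold, all but DNA replication.
In the DNA replication set, 14 of 46 genes were lower and 7 higher, with the same numbers when adjusted over the list alone, against 25.7% lower among all other genes. The set was not past the threshold of 0.05 (adjusted p = 0.278, Fisher's exact test, Benjamini-Hochberg, and 0.364 by limma's camera), and its median log2 fold change was -0.038. The paper's pathway figure used a looser FDR limit, which the adjusted p of Fisher's test would pass and that of camera would not. Without *Ram* control replicate 2 the number of lower genes fell to 8, and without *Ram* cKO replicate 3 to 10. Without *Ram* cKO replicate 1 it rose to 17. The set passed by a narrow margin without *Ram* control replicate 3 (adjusted p = 0.0500, Fisher's exact test, Benjamini-Hochberg). Its largest decreases were in Rfc2 (log2 fold change -0.58, standard error 0.050, adjusted p = 1.0e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Pola2 (-0.39) and Pole2 (-0.34). Pold4 (0.39), Gins2 (0.23) and Orc4 (0.19) were higher.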

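In an apoptosis list, 25 of 46 genes were higher in *Ram* cKO cells and 12 were lower (adjusted p = 3.7e-05, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 11 sets). Pmaip1 (chromosome 18, 66458533 to 66465565 of GRCm38) rose from 4.39 ± 0.466 to 16.8 ± 1.57 CPM (SD, n = 3 mice each), Bcl2l1 from 78.4 ± 6.15 to 275 ± 43.4 CPM and Bbc3 from 9.16 ± 1.11 to 31.1 ± 2.24 CPM. The lower genes included Bik (log2 fold change -0.92), Bid (-0.73) and Casp6 (-0.58). In the p53 pathway, 29 of 51 genes were higher and 9 lower (adjusted p = 2.9e-06, Fisher's exact test, Benjamini-Hochberg). The largest increase there was that of Cdkn1a (chromosome 17, 29090976 to 29100727), from 14.1 ± 1.48 to 118 ± 9.98 CPM (SD, n = 3 mice each), a log2 fold change of 3.04 (standard error 0.10, adjusted p = 4.1e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thbs1 (2.96), which is in the lists for p53 and for TGF-beta signalling, was also higher, from under 1 CPM in the controls. In TGF-beta signalling, 19 of 35 genes were higher and 2 were lower, Smurf1 and Fkbp1a (adjusted p = 2.7e-04, Fisher's exact test, Benjamini-Hochberg). Type II interferon signalling had 14 of 26 genes higher and 5 lower (adjusted p = 0.00171, Fisher's exact test, Benjamini-Hochberg). Ifng rose from 0.956 ± 0.269 to 4.94 ± 3.09 CPM (SD, n = 3 mice each), with a wide spread between the cKO mice, and its receptor gene Ifngr1 had a log2 fold change of -0.56. Adjusted over each list alone, 25 apoptosis, 31 p53, 19 TGF-beta and 16 interferon genes were higher. By limma's camera the adjusted p was 0.00739 for apoptosis, 1.7e-05 for p53, 3.1e-05 for TGF-beta and 0.0173 for interferon signalling.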

Within the group of upregulated genes in the *Ram* cKO cells, there were genes encoding proteins involved in signalling or apoptosis (Fig. 5C, Supplementary Table S1).

**Figure 5:**
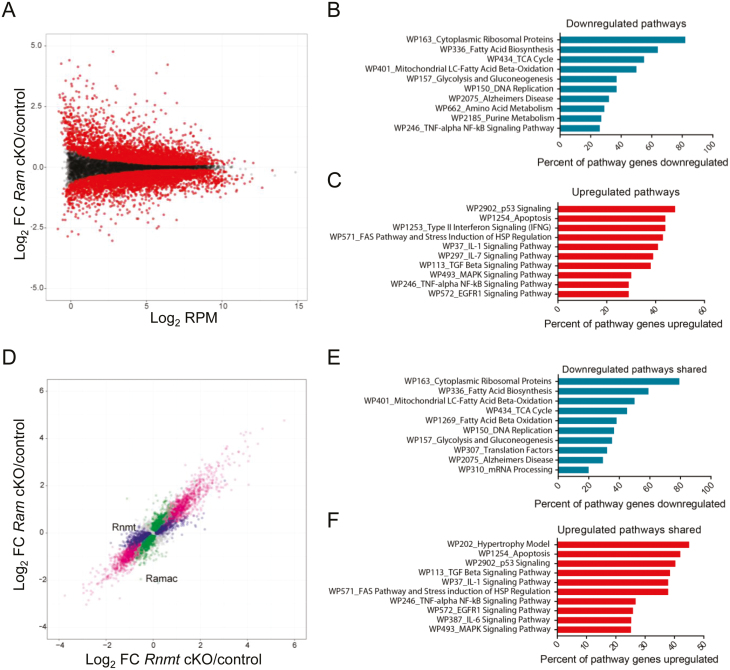
A comparison of the RNMT and RAM-regulated transcriptomes. (A) MA plot of RNA expression in control (*Ram fl/fl, n* = 3) and *Ram* cKO (*n* = 3) activated CD4 T cells. Dots represent genes. Reads per million mapped reads (RPM) on the *x*-axis. Control and *Ram* cKO samples were compared using the EdgeR exact test and adjusted *P* value used. Pathway analyses (FDR < 30%) of significantly (**B**) downregulated or (**C**) upregulated *Ram* cKO target RNAs (adjusted *P*-value < 0.05). (**D**) Comparison of RNA level changes in *Ram* cKO (*n* = 3) and *Rnmt* cKO (*n* = 3) activated CD4 T cells. Equivalently regulated genes, pink; regulated in *Ram* cKO only, green; regulated in *Rnmt* cKO only, blue. Pathway analyses of *Ram* cKO and *Rnmt* cKO shared target RNAs (FDR < 30%), (**E**) downregulated or (**F**) upregulated (adjusted *P* value < 0.05)

Since deletion of *Ram* in T cells was having a similar but milder phenotype to that observed on the deletion of *Rnmt*, we investigated if a subset of *Rnmt-*dependent genes is also *Ram* dependent. 

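The *Rnmt* cKO cells came from 3 mice in which CD4-Cre deletes *Rnmt*, with 3 Cre-negative littermates as controls, and were activated, sequenced and compared in the same way and in the same fit as the *Ram* samples. Between 10228420 and 24187195 read pairs were counted on genes in *Rnmt* cKO (median 24150745) and between 12737459 and 18581763 in the controls (median 14347001). The standard errors were larger than for *Ram*, by a median ratio of 1.07, and 3 counts are between 0.124 and 0.293 CPM. Rnmt (ENSMUSG00000009535.13) lies on chromosome 18 of GRCm38 from 68300355 to 68324852. It was at 41.5, 41.5 and 38.1 CPM in the *Rnmt* cKO samples and at 102, 86.9 and 94.3 CPM in the controls, a log2 fold change of -1.23 (standard error 0.072, adjusted p = 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Only part of the gene is flanked by loxP sites and all its exons are counted, so the remaining reads do not measure intact Rnmt transcript. Ramac RNA was at 30.1 ± 2.98 CPM in *Rnmt* cKO and 26.1 ± 1.47 CPM in control (SD, n = 3 mice each), a difference not past the threshold (log2 fold change 0.22, adjusted p = 0.146 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ramac passed the threshold, as higher, with only the 6 samples of the comparison and without the filter on low counts. It also did so without *Ram* cKO replicate 1.
In *Rnmt* cKO cells 3512 genes were lower and 3320 higher, 50.6% of those tested. The samples of the groups did not overlap for 59.5% of genes, where chance gives 10%. The largest decreases were in 2610204G07Rik (log2 fold change -2.95), Gm23201 (-2.84), Zfas1 (-2.82), 1810006J02Rik (-2.65) and Gm37634 (-2.65). The largest increases were in Gm33707, again with 0 counts in each control, Slc1a2 (5.59), Tmem253 (4.46), Arc (4.13) and Ccl9 (4.09). The increase of Tmem253 was absent from the unstranded counts (log2 fold change -0.012). Between the *Ram* and *Rnmt* control groups, 0 genes were past the threshold and 943 had an unadjusted p under 0.05.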

The regulation of RNAs in *Ram* cKO and *Rnmt* cKO CD4 T cells had a high correlation (Fig. 5D–F, Supplementary Tables S2 and S5). 

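Across the 13498 genes, the log2 fold changes in *Ram* cKO and *Rnmt* cKO had a Pearson correlation of 0.924 and a Spearman correlation of 0.889. These are correlations across genes, and genes are not independent replicates. The Pearson correlation was 0.947 over the genes past the threshold in either comparison. The choice that moved it most was to leave out the filter on low counts, which gave 0.282.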

The transcripts of 2907 genes were repressed in both *Ram* cKO and *Rnmt* cKO CD4 T cells, 589 genes were repressed only in *Ram* cKO and 607 were repressed only in *Rnmt* cKO. 

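At the same threshold, 2903 genes were lower in both cKOs, 563 in *Ram* cKO only and 609 in *Rnmt* cKO only. The number lower in both moved most, to 244, when an absolute log2 fold change of at least 1 was also required. A gene past the threshold in only 1 of the cKOs was not thereby shown to differ between them. Of the 2392 such genes, in either direction, 94.5% changed in the same direction in the other cKO. The difference between the changes was tested as an interaction with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 genes passed the threshold, Ramac and Rnmt. An unadjusted p under 0.05 was found for 700 of all genes tested, where chance gives 675. Of the 2392 genes past the threshold in only 1 cKO, 297 (12.4%) had one. These genes were chosen by their unequal calls, so this share cannot be set against chance.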

Two thousand six hundred and sixty eight genes were increased in both *Ram* cKO and *Rnmt* cKO CD4 T cells, 626 genes were increased in *Ram* cKO only and 599 genes were increased in *Rnmt* cKO only. 

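Here 2705 genes were higher in both cKOs, 607 in *Ram* cKO only and 615 in *Rnmt* cKO only.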

Notably, no genes were significantly changed in the opposite directions in *Rnmt* and *Ram* cKO CD4 T cells. 

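In the counts used here, 1 gene, Rn7sk (ENSMUSG00000065037.1, chromosome 9, 78175303 to 78175633 of GRCm38), was past the threshold in opposite directions, and it is named here after its values were seen. This gene of the 7SK small nuclear RNA went from 4630.1 ± 727 to 3650.2 ± 256 CPM in *Ram* cKO (SD, n = 3 mice each) and from 3922 ± 796 to 4897 ± 347 CPM in *Rnmt* cKO. The log2 fold changes were -0.34 (adjusted p = 0.0258) and 0.32 (adjusted p = 0.0355), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between these changes was not past the threshold in the interaction test (unadjusted p = 0.00128, adjusted p = 0.927, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 12 samples, the deviations of Rn7sk from its group means rose with those of mt-Rnr2, a mitochondrial ribosomal RNA (Pearson's r 0.722, one-sided permutation p = 0.0108, and Spearman's rho 0.755, one-sided permutation p = 0.0123, with r 0.880 without the 2 farthest samples). With DESeq2's Wald test 0 genes were opposite, and 13 were without the filter on low counts.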

Of the genes that were responsive to both *Rnmt* and *Ram* cKOs, there was a trend towards larger fold changes in the *Rnmt* cKO.

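Among the 5608 genes changed in the same direction in both cKOs, 3490 (62.2%) had the larger absolute log2 fold change in *Rnmt* cKO. The median ratio of the change in *Rnmt* cKO to that in *Ram* cKO was 1.08. The share was 64.5% among genes lower in both, with median log2 fold changes of -0.51 in *Rnmt* cKO and -0.46 in *Ram* cKO. Among genes higher in both it was 59.9%, with medians of 0.47 and 0.44. With each of the 12 samples left out in turn, the share over all these genes was between 54.8% and 66.9%, so above 50% in each fit. Its jackknife standard error was 13.7 percentage points. This took the 12 samples as 1 group, although they form 4 groups of 3 mice. It therefore does not measure the spread of this design, and whether the share differs from 50% was left open.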

All RNA pol II transcripts have the potential to initially receive a ^m7^G cap, including the small nuclear RNAs (snRNAs), small nucleolar RNAs (snoRNAs), and small Cajal bodies-specific RNAs (scaRNAs) [26, 27]. The cap of most snoRNAs and scaRNAs is removed as they are processed from introns or precursor long non-coding RNAs. When the cap is retained on small RNAs, they receive additional cap modifications. The caps on small RNA caps are methylated by RNMT and we previously confirmed that their expression is RNMT-dependent in T cells [5]. 

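Small RNA genes were taken from the same counts of uniquely mapped reads, gene by gene, with the type of each gene from the annotation. The authors' recount, which keeps multimapping reads and sums them by Rfam family, cannot be repeated from these counts. Of 1507 annotated snoRNA genes, 101 passed the filter. In *Ram* cKO cells 28 of them were lower and 7 higher (adjusted p under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When an absolute log2 fold change of at least 1 was also required, the alternative that moved this number most, 14 were lower. The median of the mean counts per sample was 42 for the snoRNA genes tested, so small changes were not detectable for many of them. Most lie in an intron of a host gene, whose unspliced RNA can be counted on them. Snora73b (chromosome 4, 132352322 to 132352526 of GRCm38), in an intron of Snhg3, fell from 95.7 ± 4.59 to 39.4 ± 7.18 CPM (SD, n = 3 mice each), a log2 fold change of -1.29 (standard error 0.14, adjusted p = 1.3e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Snord49a (-1.26), Snord49b (-1.24), Snora69 (-1.08) and Snora62 (-0.80) were also lower, as was Snora73a (-2.17), which overlaps an exon of Snhg3. Snord13 (log2 fold change 1.64, standard error 0.21), for which the annotation gives no host gene, was higher.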

Transcript sequencing indicated that 93 snoRNAs were decreased out of 176 detected in *Ram* cKO CD4 T cells, compared to controls (Fig. 6A, Supplementary Table S3). Similarly, in *Rnmt* cKO, 88 snoRNAs were repressed (Supplementary Table S4). In contrast, many scaRNAs were upregulated in *Ram* cKO and *Rnmt* cKO T cells when compared to control (eight and six scaRNAs respectively, out of 16 detected) (Fig. 6A and B, Supplementary Tables S3 and 4). snRNAs were mildly impacted; out of nine detected, one was increased and one was decreased in *Ram* cKO T cells and four were increased in *Rnmt* cKO activated CD4 T cells (Fig. 6A and B, Supplementary Tables S3 and S4).

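In *Rnmt* cKO cells 27 of the same snoRNA genes were lower and 11 higher. Both cKOs shared 21 lower and 5 higher snoRNA genes. The largest decrease with over 1 CPM was in Gm23201 (chromosome 2, 167064998 to 167065086), in an intron of Zfas1, from 11.3 ± 1.82 to 1.56 ± 0.143 CPM (SD, n = 3 mice each). Of the intronic snoRNA genes with a tested host, 23 of the 51 whose host gene was lower in *Rnmt* cKO were lower, and 0 of the other 43. In *Ram* cKO these numbers were 23 of 54 and 0 of 40.

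**Figure D2:**
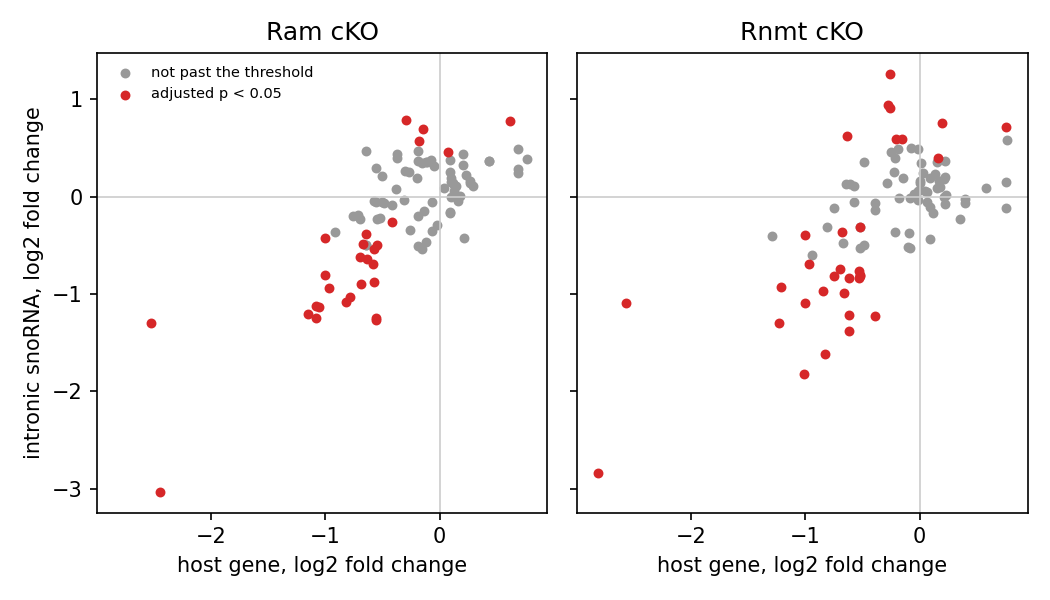
Log2 fold change of each intronic snoRNA gene (vertical axis) against that of its host gene (horizontal axis) in *Ram* cKO (left) and *Rnmt* cKO (right). Red points have an adjusted p under 0.05 for the snoRNA gene, and the red points below 0 lie at hosts with negative log2 fold changes.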

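Of 12 scaRNA genes past the filter, 7 were higher and 0 lower in *Ram* cKO, and 5 were higher and 1 lower in *Rnmt* cKO. Scarna13 (chromosome 12, 105031075 to 105031349 of GRCm38) had a log2 fold change of 0.42 in *Ram* cKO (standard error 0.15, adjusted p = 0.0297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Rnmt* cKO its log2 fold change was 0.67 (standard error 0.18). Scarna13 lies in an intron of Snhg10, which was also higher (log2 fold changes 0.85 in *Ram* cKO and 0.86 in *Rnmt* cKO). Of 59 snRNA genes tested singly, which include many copies of the same family whose reads cannot be assigned with certainty, 19 were higher and 2 lower in *Ram* cKO. In *Rnmt* cKO 21 were higher and 2 lower. The largest increases in *Ram* cKO were in Gm22265 (log2 fold change 1.97, standard error 0.31) and Gm24830 (1.51, standard error 0.32), at 3.52 ± 1.31 and 1.12 ± 0.229 CPM (SD, n = 3 mice) in the cKO.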

**Figure 6:**
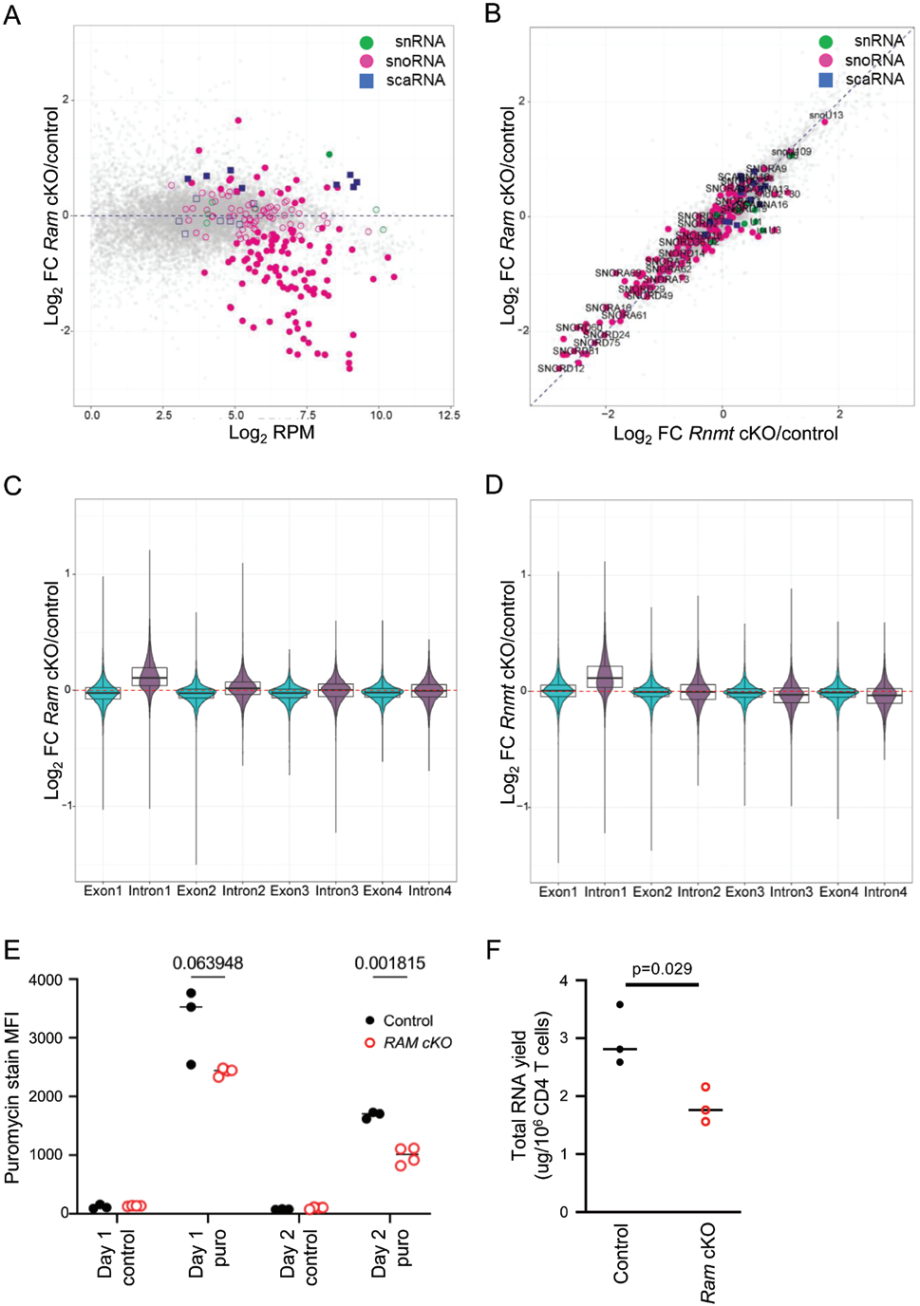
RAM is required for efficient translation following T cell activation. (**A**) Small RNA levels in *Ram* cKO (*n* = 3) and control (*Ram*^*fl/fl*^*, n* = 3) activated CD4 T cells, grouped by RFAM family. Small nuclear RNAs (snRNAs), green; small nucleolar RNAs (snoRNAs), pink; small Cajal-body specific RNAs (scaRNAs), blue. Filled dots, adjusted *P* value < 0.05. (**B**) Comparison of small RNA level changes in *Ram* cKO and *Rnmt* cKO CD4 T cells compared to controls (*Ram*^*fl/fl*^, *Rnmt*^*fl/fl*^, respectively). (**C**–**D**) Splicing analysis in activated CD4 T cells. Reads aligning to exons and introns were normalized to the total reads for the transcript and read densities for each transcript were compared between controls and (C) *Ram* cKO and (D) *Rnmt* cKO. Violin plots represent the frequency density. Box plots show median, upper and lower quartiles. Whiskers, 1.5× interquartile range. (**E**) CD4 T cells were activated *ex vivo* and translation rates were determined using puromycin incorporation into nascent peptides. Control (*n* = 3) and *Ram* cKO (*n* = 4). Cells incubated without puromycin were used for a baseline signal. (F) RNA yield from 10^6^ control and *Ram* cKO CD4 T cells activated *ex vivo* for 24 h (*n* = 3). Dots show biological replicates, bars indicate mean, *P* values from Student’s *t* test. The gating strategy is depicted in Supplementary Fig. 6

Although changes in snRNA were minimal in *Ram* cKO T cells, the ^m7^G cap can also influence splicing by recruiting the Cap Binding Complex (CBC), which aids first intron removal [28, 29]. A defect in splicing of the first intron was observed in the transcriptome analysis in activated *Ram* cKO CD4 T cells (Fig. 6C), similar to the defect observed in activated *Rnmt* cKO CD4 T cells (Fig. 6D).

### RAM is required for protein synthesis in activated T cells

To investigate the functional consequences of *Ram* KO, we analysed translation rates using puromycin incorporation into nascent peptides. In *Ram* cKO CD4 T cells, puromycin incorporation was reduced indicating reduced translation, consistent with reduced expression of ribosomal proteins and ribosome biogenesis factors (Fig. 6E). In *Ram* cKO CD4 T cells, total RNA per cell was reduced, the majority of which is ribosomal RNA (Fig. 6F). Reduced ribosomal RNA is consistent with reduced expression of TAF1D, an RNAPI component, reduced UTP14a, a component of the U3 snoRNP which mediates rRNA cleavage and reduced NPM1 a ribosome biogenesis factor.

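Taf1d (chromosome 9, 15306214 to 15316991 of GRCm38) fell from 640.1 ± 14.6 CPM in control to 342 ± 32.1 CPM in *Ram* cKO cells at 20 h (SD, n = 3 mice each), a log2 fold change of -0.90 (standard error 0.065, adjusted p = 1.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Utp14a (chromosome X, 48256862 to 48282453) fell from 137 ± 3.50 to 97.4 ± 3.20 CPM, a log2 fold change of -0.50 (standard error 0.042, adjusted p = 9.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Npm1 (chromosome 11, 33152287 to 33163206) fell from 2346 ± 31.8 to 1836 ± 108 CPM, a log2 fold change of -0.35 (standard error 0.051, adjusted p = 2.7e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In a list of 62 ribosome biogenesis factors written before the data were examined, 6 genes were lower in *Ram* cKO and 31 higher. These levels are relative to the other RNAs of each library. The paper reports less total RNA per cell in *Ram* cKO, so a relative rise need not be a rise per cell. Adjusted over the list alone, 8 were lower and 32 higher. Of 19 genes with terminal oligopyrimidine (TOP) mRNAs that do not encode ribosomal proteins, 17 were lower, also when adjusted over the list alone.

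**Figure D3:**
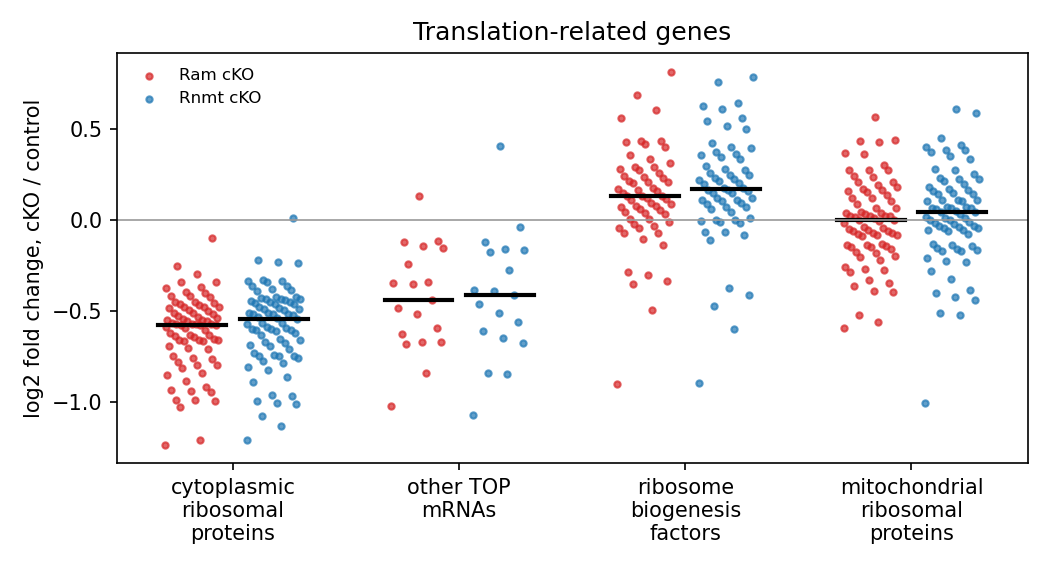
Log2 fold changes of single genes (points) in *Ram* cKO (red) and *Rnmt* cKO (blue) in 4 lists of genes for translation, with black lines at the medians. In *Ram* cKO the median is -0.58 for ribosomal proteins, -0.44 for other TOP mRNAs and 0.13 for ribosome biogenesis factors.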

In summary, regulation of gene expression is critical to T cell function; increasing cellular protein content during activation and proliferation, and reshaping the proteome during differentiation into distinct T cell lineages. RNA cap formation has important roles in RNA expression, stability, processing, and translation. Here we describe that RAM, the cofactor for the N-7 guanosine cap methyltransferase RNMT is upregulated during T cell activation and is required for RNMT expression and function in methylating the RNA cap guanosine. On *Ram* gene deletion, T cells fail to proliferate following activation. Consistent with this defect in growth and proliferation the RNAs repressed in *Ram* cKO are members of the ribosomal gene family and the snoRNAs which mediate ribosomal RNA processing. In addition to RAM, RNMT also interacts with eIF4E and eIF4E impacts on RNA cap formation. The RNMT–eIF4E interaction may have roles during T cell activation, particularly in RNA export and translation initiation [30, 31]. The role of the other capping enzymes in T cell activation is yet to be determined.

## Supplementary Material

kyad021_suppl_Supplementary_Tables_S1-S6

kyad021_suppl_Supplementary_Figures_S1-S4

## Data Availability

RNA sequencing data is present in the GEO data series: GSE198541.

## Abbreviations

CBC: cap binding complex;
CPM: counts per million;
FBS: fetal bovine serum;
LARP1: la ribonucleoprotein 1;
MS: mass spectrometry;
PBS: phosphate-buffered saline;
RNMT: RNA guanosine N-7 cap methyltransferase;
snRNA: small nuclear RNAs;
snoRNA: small nucleolar RNAs;
scaRNA: small Cajal bodies specific RNAs;
sRNA: small RNAs.

# Supplementary material for: RAM is upregulated during T cell activation and is required for RNA cap formation and gene expression
**Source:** Discov Immunol. 2023 Nov 17;3(1):kyad021. doi: 10.1093/discim/kyad021
**Supplement:** kyad021_suppl_Supplementary_Figures_S1-S4

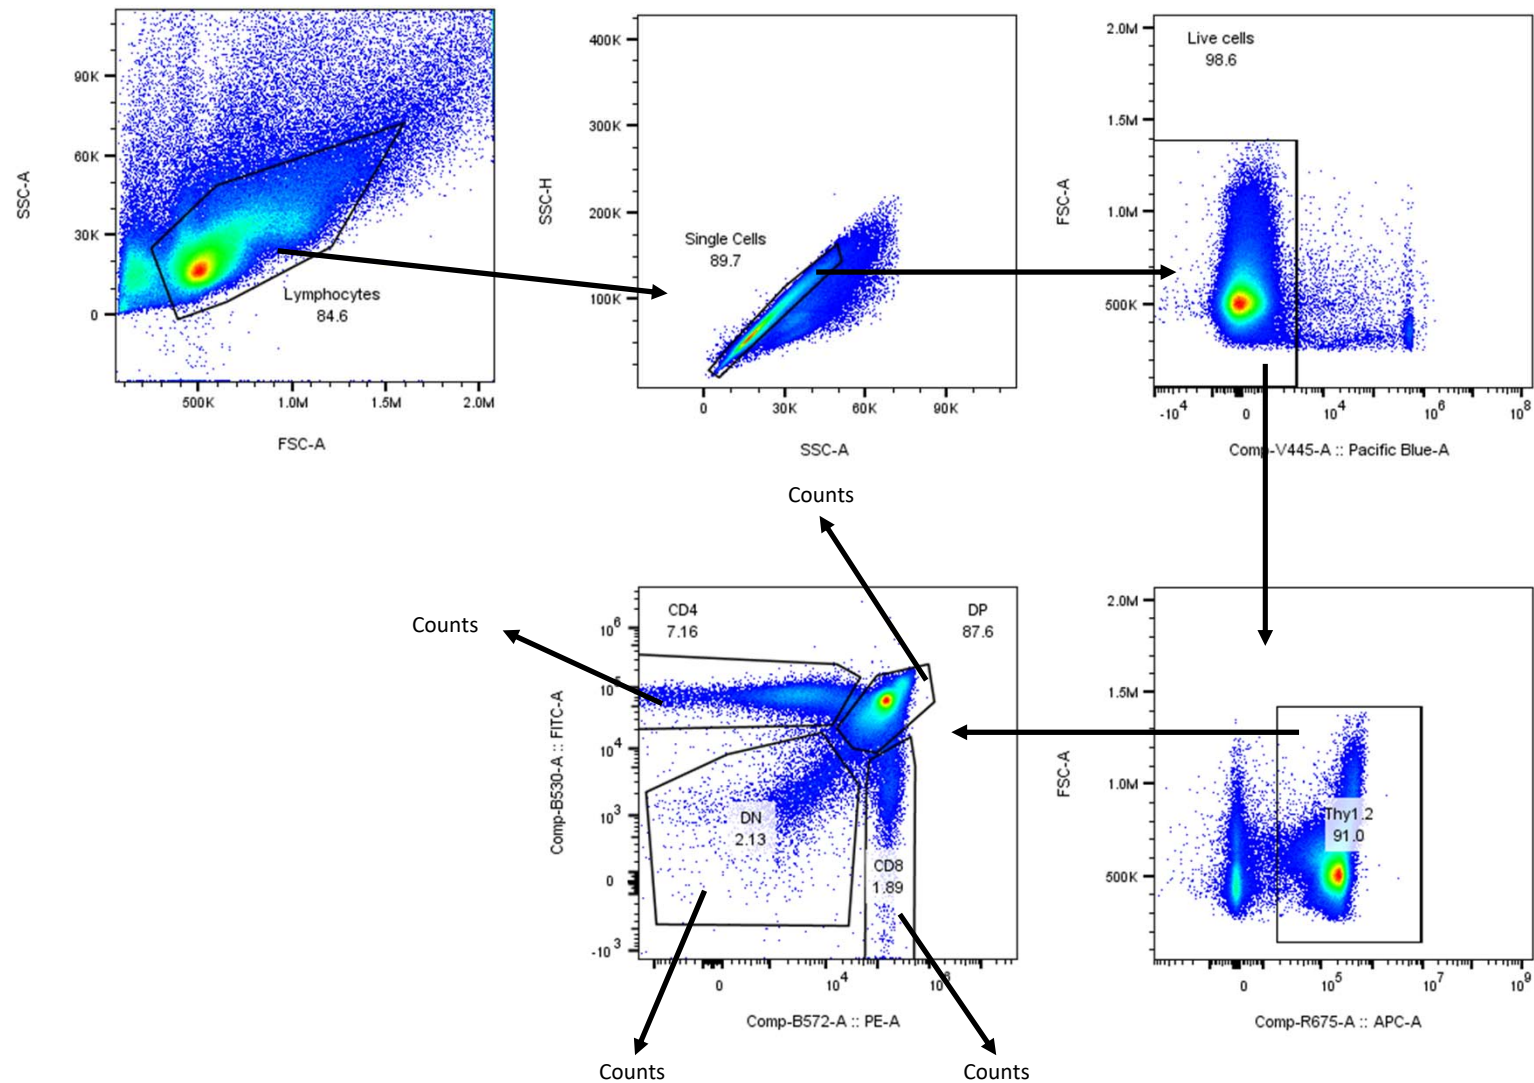

**Supplementary Figure 1 (For Figure 2A)**

Gating strategy for flow cytometry analysis of DN, DP, CD4 and CD8 T cell populations in the thymus. Live cells (DAPI-); T cells (Thy1.2+). Numbers indicate percentage of cells within each gate.

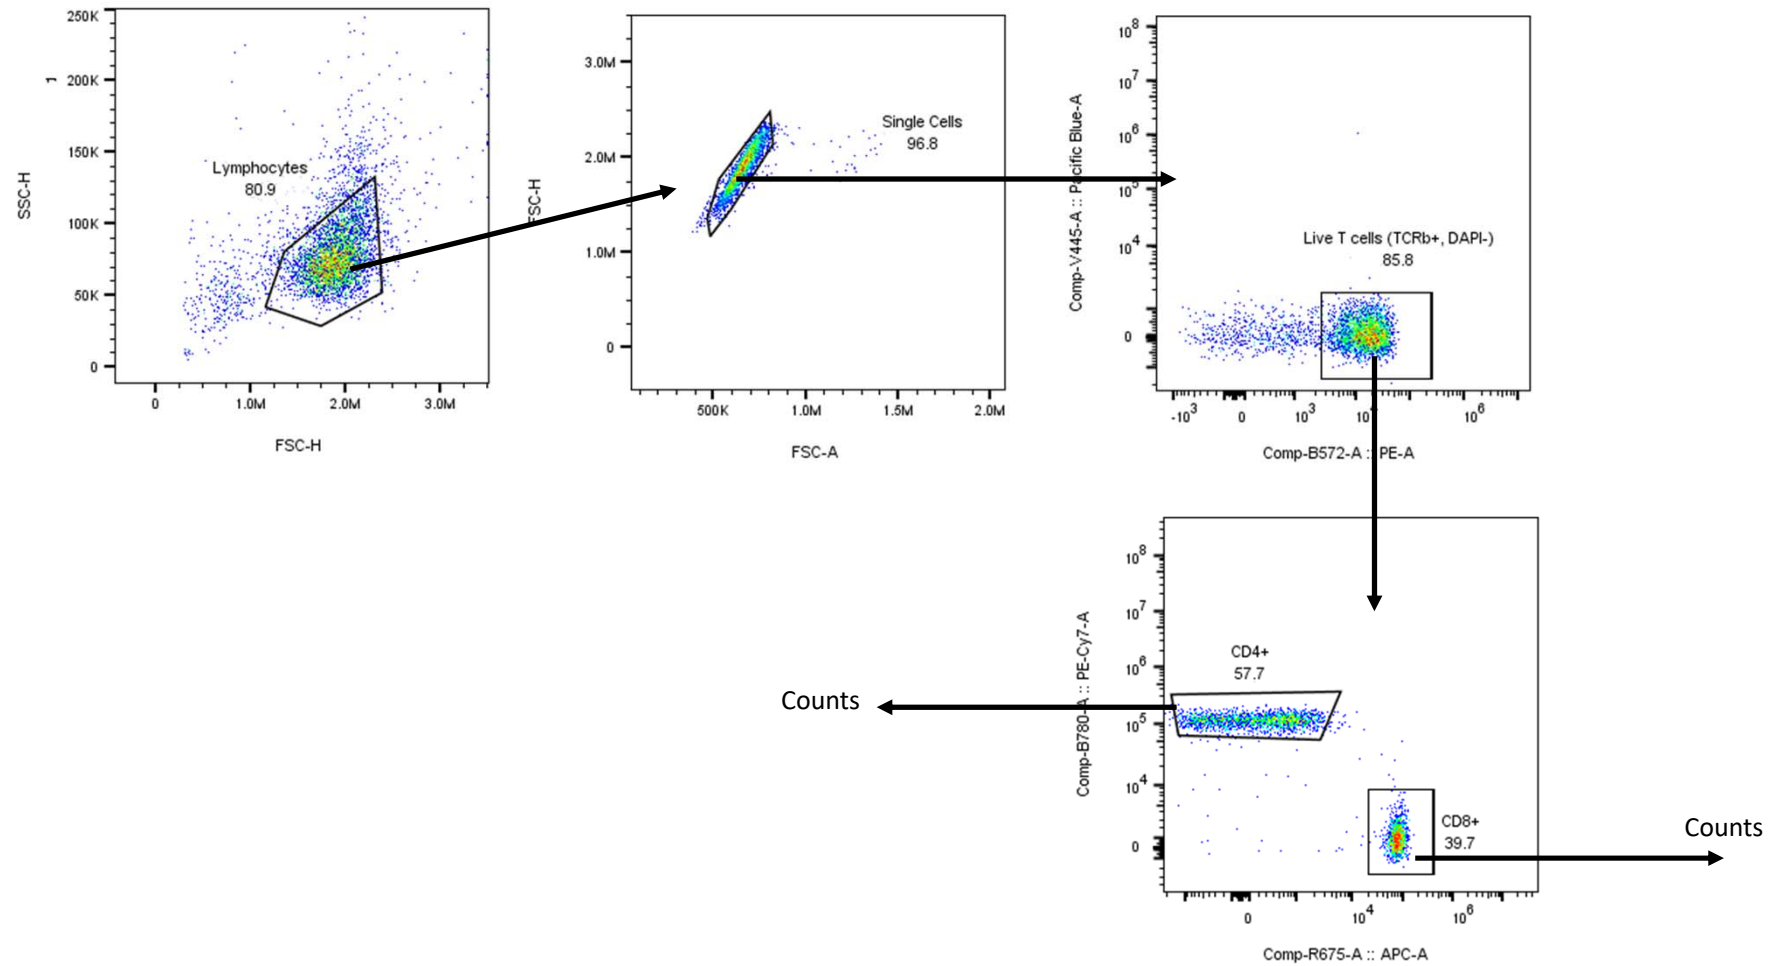

### Supplementary Figure 2 (For Figure 2B-D and 3)

Gating strategy for flow cytometry analysis of CD4 and CD8 T cell populations. Numbers indicate percentage of cells within each gate.

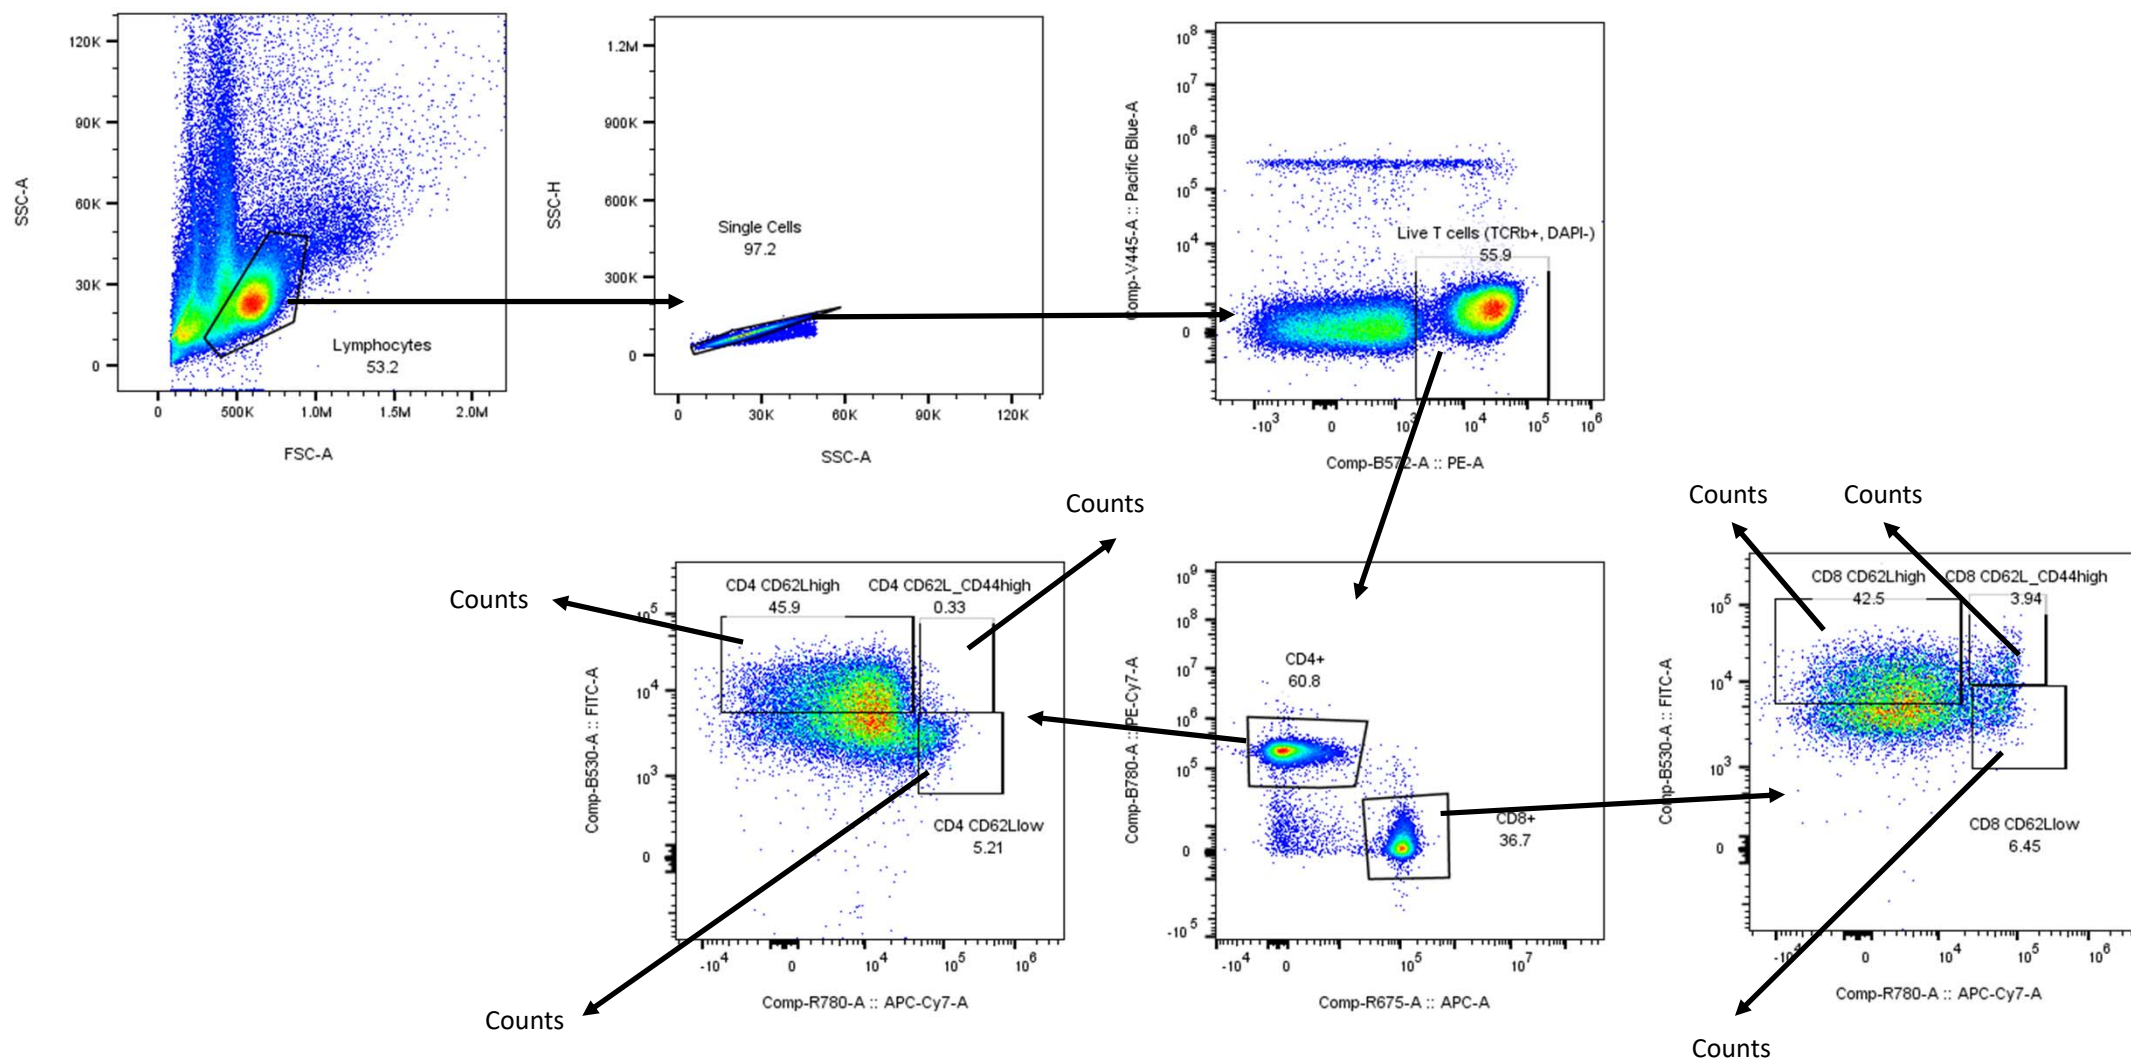

**Supplementary Figure 3 (For Figure 2E)**

Gating strategy for flow cytometry analysis of CD4 and CD8 T cell populations expressing CD62L/CD44 in spleen, pLNs and mLNs. Numbers indicate percentage of cells within each gate.

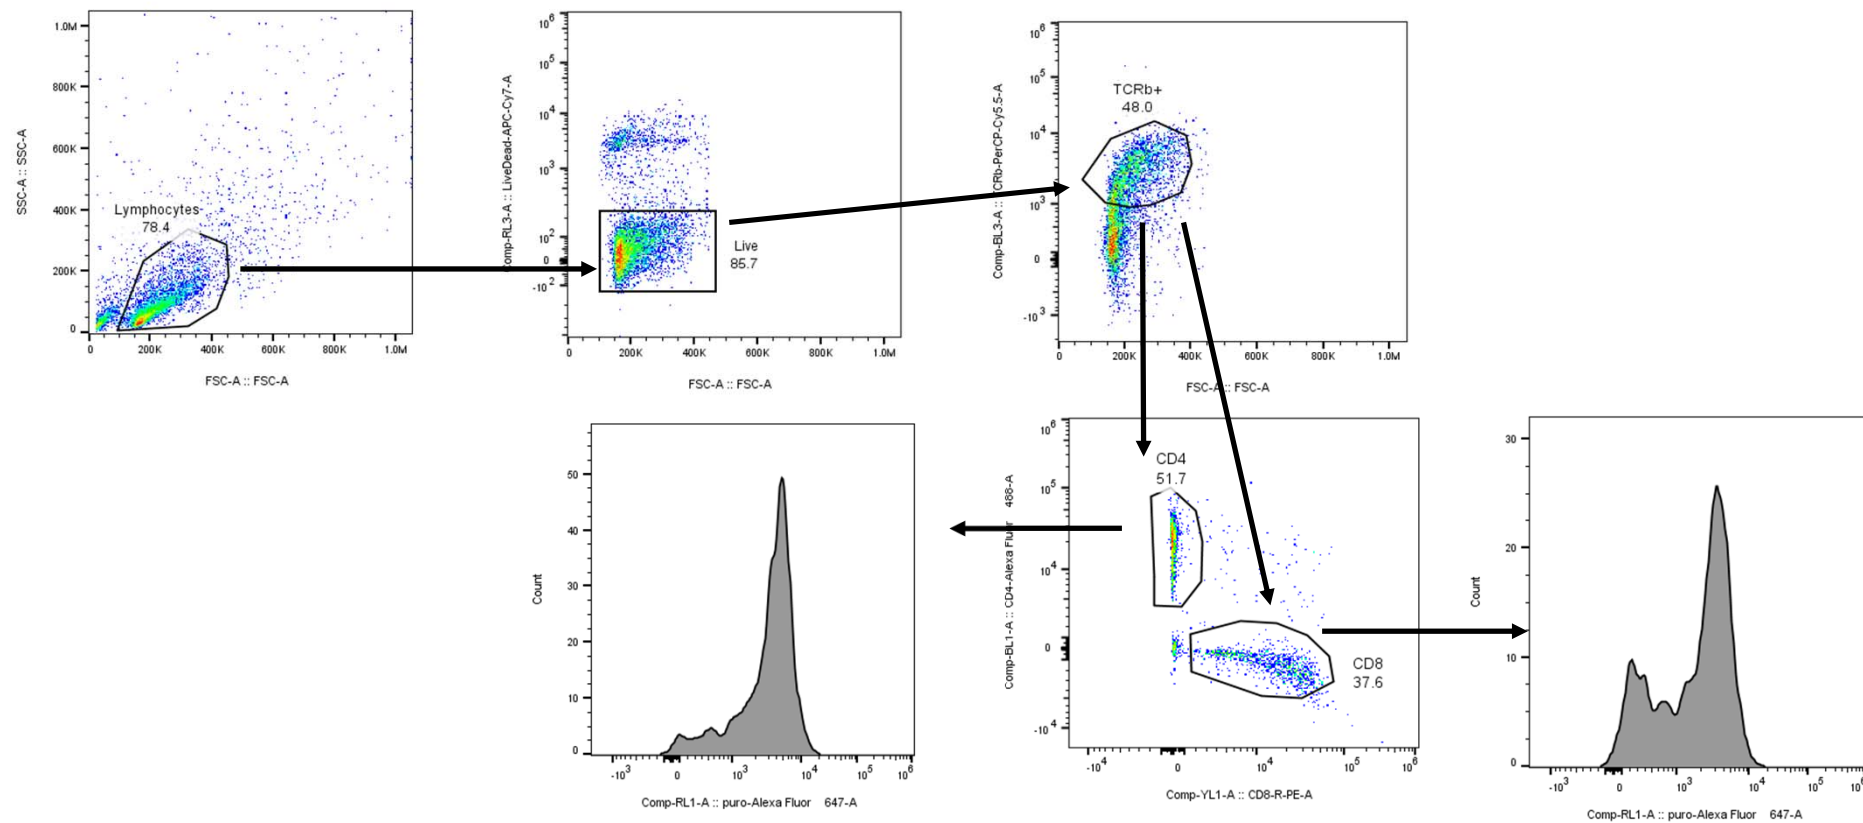

#### Supplementary Figure 4 (For Figure 6E)

Gating Strategy for flow cytometry analysis of puromycin incorporation in CD4 and CD8 T cells from pLNs and mLNs. Numbers indicate percentage of cells within each gate. Histograms represent the puromycin MFI for each T cell population.

How the deposited data were processed for this re-analysis (not part of the article)

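RNA sequencing of CD4 T cells from mouse lymph nodes, activated for 20 h on plates with anti-CD3 and anti-CD28 antibodies, was analysed for 12 samples, 3 each of *Ram* control, *Ram* cKO, *Rnmt* control and *Rnmt* cKO. Groups were taken from the sample labels and the methods of the paper, and replicate numbers from the labels. The authors depleted ribosomal RNA, made strand-specific libraries, sequenced read pairs, aligned them to the mm10 genome with the GENCODE basic annotation and counted them per gene with STAR. The authors deposited counts, which are uniquely mapped read pairs per gene without normalization, for the sense strand, the antisense strand and both strands together. The sense counts were used, since they matched the CPM of Supplementary Table S1.

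Between 10228420 and 29971331 read pairs per sample were counted on genes. The smallest level taken as detected, 3 counts, was between 0.100 and 0.293 CPM, which covers counting error only. Gene symbols, types and positions came from another release of the annotation on the same genome build (GRCm38), which held 99.9% of the genes tested. The filter of at least 1 CPM in at least 3 samples kept 13498 genes and at least 99.8% of the counts of each sample.

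All samples were fitted together with edgeR 4.0.16 in R 4.3.3, with TMM normalization and 1 mean per group. *Ram* cKO was compared with *Ram* control, *Rnmt* cKO with *Rnmt* control, the control groups with each other, and the changes of the cKOs with each other as an interaction, by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Standard errors were derived from the log2 fold change and the F statistic. CPM values in the text are TMM-normalized. The test was checked on simulated data, where it recovered 172 of 200 changed genes, 0 of them in the wrong direction, with 6 false calls. Far fewer genes changed there than in the real data, so normalization under wide changes was not checked. The edgeR exact test, which the paper names, gave the call of Supplementary Table S1 for all 1998 genes of the part of that table that was read, and the call of Supplementary Table S2 for all 1566 genes of its part. The quasi-likelihood test gave the same call for 98.1% and 98.5% of them.

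Gene sets were lists written before the data were examined, in place of the WikiPathways sets of the authors. Sets with a direction stated in the paper were tested by a one-sided Fisher's exact test on the calls against all other genes tested, with Benjamini-Hochberg adjustment over 11 sets, and all sets by limma's camera (limma 3.58.1). The genes named were chosen by a rule set before the data were examined. They are the genes whose RNA the paper names or discusses as cap-related, and for each comparison the 5 with the largest change in each direction among genes past the threshold with an average of at least 1 CPM and no overlap between the groups. They also include, for each set, the 3 members with the largest change in the stated direction and up to 3 past the threshold the other way, up to 10 small RNAs labelled in Fig. 6B, and the 3 small RNAs with the largest change each way. Rn7sk, and in the closing section the genes found in cKO samples alone, their neighbours, Gm8483, Gm4735, Eno1, Ube2e2, Xlr3b and Eomes, were named after their values were seen. Some genes that meet these rules are not reported here.

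The alternatives were DESeq2's size factors, scaling by library size only, the edgeR exact test, DESeq2's Wald test (DESeq2 1.42.0), no filter, at least 10 counts in every sample, only the 6 samples of the comparison, the replicate number as a block, unstranded counts, an adjusted p under 0.01, an absolute log2 fold change of at least 1, and leaving out each sample in turn. The correlation and the share of larger changes have no replicate error, so the jackknife standard error over the samples was used as their spread. It took the 12 samples as 1 group and not as 4 groups of 3 mice. Permutation tests used 100000 permutations or all of them where fewer exist, and random gene lists were drawn 10000 times.

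The recount of small RNAs with multimapping reads and the analysis of splicing need the reads or their alignments, which were not used here. Cap structures, flow cytometry, western blots, puromycin incorporation and RNA yield were not analysed here.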

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

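The tests of the Rn7sk levels, of the pseudogenes and of the transcripts found in cKO samples alone were chosen only after those results were seen, and for the share of reads outside exons the tests without regard to strand, the comparison of antisense shares and the reading as undecided were also set after its values were seen.

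The changes of Ramac and Rnmt differed between the cKOs. The change of Ramac in *Rnmt* cKO minus that in *Ram* cKO was 2.32 on the log2 scale and that of Rnmt was -1.33 (adjusted p = 5.7e-06 and 4.7e-06, interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These are the deleted genes, each low in all 3 samples of its own cKO. The number of genes alone is not unusual. When the line labels were exchanged within genotype and replicate number, 8 of 32 exchanges, the real one included, gave at least as many genes, and the highest gave 79. Whether the cKOs differ by a uniform scaling of one response cannot be read from these genes, of which 50% had the larger absolute change in *Rnmt* cKO.

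The share of uniquely mapped reads not assigned to exons rose more in *Ram* cKO than in *Rnmt* cKO, by 2.98 percentage points (two-sided permutation p = 0.0150 over 400 exchanges of the line labels within genotype). This share is of the sense counts and includes reads antisense to exons. It was 48.5 ± 1.18% in *Ram* cKO against 45.6 ± 0.678% in its control (SD, n = 3 mice each, exact two-sided permutation p = 0.100, the smallest that 3 against 3 allow), and 46.5 ± 0.496% against 46.6 ± 0.715% in the *Rnmt* line, where an exact two-sided permutation p of 0.8 leaves chance as an explanation. Without regard to strand, reads outside annotated exons were 46.02 ± 0.993% in *Ram* cKO against 43.2 ± 0.530% (SD, n = 3 each) and 44.4 ± 0.495% in *Rnmt* cKO against 44.3 ± 0.724%, and the lines differed by 2.75 percentage points (two-sided permutation p = 0.01). Genomic DNA in the libraries was tested through the share of antisense reads. Over the 12 samples this share and the share of the sense counts had a Spearman rho of 0.531 (one-sided permutation p = 0.0401), but both contain antisense reads, which alone can relate them. With the share without regard to strand, which does not contain them, rho was 0.301 (one-sided permutation p = 0.173) and the Pearson r was 0.531 (one-sided permutation p = 0.0454), or 0.273 (one-sided permutation p = 0.218) without the 2 samples farthest from the median antisense share. Within the *Ram* line, with the difference between its groups included, r was 0.756 (exact one-sided permutation p = 0.0417) and within the *Rnmt* line 0.0122 (exact one-sided permutation p = 0.479). The antisense share was 7.86 ± 0.362% in *Ram* cKO against 7.57 ± 0.335% (SD, n = 3 each, exact two-sided permutation p = 0.4). At the slope within the 4 groups this difference corresponds to 0.523 of the 2.84 percentage points by which reads outside exons rose without regard to strand. This slope was not calibrated to genomic DNA and has no spread given. The part of the rise due to genomic DNA therefore cannot be read from it. The rise in *Ram* cKO cannot be told apart from genomic DNA in the libraries. Other sources, such as the defect in splicing of the first intron that the paper reports in both cKOs, were not tested.

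Rn7sk was lower in *Ram* cKO and higher in *Rnmt* cKO, a difference of 0.66 on the log2 scale, with every cKO sample of a line on the same side of the mean of its controls. The interaction had an unadjusted p of 0.00128 and an adjusted p of 0.927 (edgeR's quasi-likelihood test, Benjamini-Hochberg), so it was not past the threshold. Recovery of abundant structured RNAs that differs between libraries was tested by the relation to mt-Rnr2 within groups, with a Spearman rho of 0.755 (one-sided permutation p = 0.0123) and a Pearson r of 0.722 (one-sided permutation p = 0.0108), or 0.880 without the 2 samples farthest from the median. Such a technical difference is a candidate explanation, and the pattern cannot be called biological.

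The processed pseudogene Gm33707, which the text of the paper does not name, had 0 counts in all 6 control samples and a mean of 7.36 CPM in *Ram* cKO and 6.74 CPM in *Rnmt* cKO. Against the floor this is at least 35.4-fold and 26.9-fold higher. In all, 5 genes had at least 3 counts in every cKO sample and 0 in every control (Gm33707, Gm38326, Sele, Tmprss6 and Gm32126), and 0 the other way. Gm38326 lies 17906 bp from Gm33707, and random draws of 5 genes held as many pairs within 100000 bp in a share of 0.0024 of 10000 draws. Of the other genes tested nearby, Gm37589, Gm37488 and B430305J03Rik were higher past the threshold in both cKOs, with log2 fold changes from 0.22 to 0.99, Rap2b was higher in *Rnmt* cKO (0.30), and Mbnl1, P2ry1 and Gm37696 were past it in neither. A locus altered in Cre-positive mice, such as one next to the Cre transgene, is a candidate explanation. Cre and the deletion coincide in every sample, so they cannot be separated. Reads of a similar gene were tested with the gene that shares the most words of 31 bases, Gm8483, with 68 of 539 words and 0.0147 CPM in the controls against 0.00689 CPM in the cKOs. Gm8483 had at most 1 count in any sample. Gm4735 shares 61 words and had at most 53 counts in a control and 28 in a cKO sample. Eno1 shares 60 words, had 923 CPM in the controls, where Gm33707 had 0 counts, and was lower in the cKOs (log2 fold changes -0.56 and -0.73). Reads of these 3 genes therefore do not account for the counts on Gm33707.

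Of 411 processed pseudogenes tested, 101 were lower and 26 higher in *Ram* cKO, and 79 were lower and 29 higher in *Rnmt* cKO. If reads of ribosomal protein transcripts are counted on them, pseudogenes named after ribosomal proteins should be lower more often. They were, with 26 of 47 (55.3%) against 20.6% of the others in *Ram* cKO (one-sided Fisher's exact test, p = 1.3e-06) and 15 (31.9%) against 17.6% in *Rnmt* cKO (p = 0.0195, the same Fisher's exact test). Shared reads may therefore account for part of the decrease, and the pattern cannot be told apart from that explanation.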

How the results depend on the processing

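The alternatives were set before the data were examined, apart from camera with the replicate number as a block, which was chosen after seeing the data. Under DESeq2's size factors, library size only, at least 10 counts in every sample, unstranded counts and the replicate block, the numbers of genes lower and higher in each cKO and in both, of lower ribosomal protein and snoRNA genes, of higher scaRNA genes, of changed snRNA genes and of gene sets stayed within 1.5 times the reported ones. With library size only the genes past the threshold in 1 cKO alone moved further, to 310 lower and 1095 higher in *Ram* cKO and 405 higher in *Rnmt* cKO, as did the lower DNA replication genes in *Ram* cKO (8 against 14), and with unstranded counts 4 snRNA genes were lower in *Ram* cKO against 2. Under the same alternatives the correlation and the share of larger changes moved by less than their jackknife standard errors, 0.0331 and 13.7 percentage points. The second of these is wide, so that few alternatives can move the share past it. The exact test gives no interaction, the 6-sample fits give no interaction and the block gives no comparison of the controls. In the 6-sample fits 440 genes were lower and 394 higher in *Ram* cKO alone. In *Rnmt* cKO alone 794 were lower and 925 higher. Where a value changed, the cause was not tested.

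With an absolute log2 fold change of at least 1, 325 genes were lower and 558 higher in *Ram* cKO, 393 and 607 in *Rnmt* cKO, 244 lower and 456 higher in both, and 0 in opposite directions. Under this threshold 3 and 5 ribosomal protein genes, 14 and 13 snoRNA genes (lower), 1 and 0 scaRNA genes (higher), 7 and 15 snRNA genes, and 4 and 4 gene sets passed in *Ram* cKO and *Rnmt* cKO, where 5 scaRNA genes were higher in *Rnmt* cKO at an unadjusted p under 0.05. The cause was not tested.

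The number of genes in opposite directions was 0 with DESeq2's Wald test, 0 at an adjusted p under 0.01, 13 without the filter and 2 with only the 6 samples of each comparison, and with library size only the gene was Rnmt in place of Rn7sk. Beside the counts of 0 for opposite directions, 1 gene with DESeq2's Wald test and 2 genes with the quasi-likelihood test had an unadjusted p under 0.05 in both comparisons. Between the control groups the number of genes was 34 with the edgeR exact test, 21 with DESeq2's Wald test, 228 without the filter and 4 with 6 samples, against 0 and 943 genes with an unadjusted p under 0.05 as reported. Without the filter, 59 genes had a change that differed between the cKOs and the correlation was 0.282. It was 0.958 over genes with an average of at least 10 CPM. The cause was not tested.

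Eif4e in *Ram* cKO (log2 fold change -0.012, not past the threshold) changed sign with library size only (0.065) and without *Ram* cKO replicate 1, and ranged from -0.033 to 0.027 over the fits that left out 1 sample. Tmem253 in *Rnmt* cKO was reversed in unstranded counts (-0.012). The cause was not tested.

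Over the 12 fits that each left out 1 sample, genes lower and higher ranged from 3073 to 3464 and from 2942 to 3313 in *Ram* cKO, from 3109 to 3714 and from 2850 to 3586 in *Rnmt* cKO, and from 2661 to 2999 and from 2398 to 2819 in both. Genes in opposite directions ranged from 0 to 3, between controls from 0 to 3, and those with an interaction were 2 in each fit. The correlation ranged from 0.884 to 0.922 and the share of larger changes in *Rnmt* cKO from 54.8% to 66.9%. Lower ribosomal protein genes ranged from 75 to 77 and from 73 to 78, lower snoRNA genes from 23 to 29 and from 20 to 27, higher scaRNA genes from 5 to 8 and from 4 to 6, changed snRNA genes from 17 to 22 and from 19 to 27, and gene sets from 10 to 11 and from 9 to 10, in *Ram* cKO and *Rnmt* cKO. The difference in the share of reads not assigned to exons in the sense counts ranged from 2.23 to 3.37 percentage points in the *Ram* line and from -0.341 to 0.325 in the *Rnmt* line over the 6 fits of each.

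The deviations of same-numbered samples from their group means had a mean correlation across genes of 0.0710 over both lines, 0.112 in the *Ram* line and 0.0299 in the *Rnmt* line, and with the replicate number as a block 3417 genes were lower and 3224 higher in *Ram* cKO and 3457 and 3253 in *Rnmt* cKO. Camera with this block gave 10 gene sets in *Ram* cKO and 10 in *Rnmt* cKO. Among the genes named and both comparisons, 75 values lost the threshold with an absolute log2 fold change of at least 1 and 14 at an adjusted p under 0.01. Over the fits that left out 1 sample, 48 of these values lost the threshold and 7 passed it, against 2080 that changed neither their direction nor their side of the threshold. Of the gene sets, 12 lost the threshold with an absolute log2 fold change of at least 1. DNA replication passed it without the filter in *Ram* cKO (adjusted p = 0.00255) and in *Rnmt* cKO (2.0e-04), where the genes it is compared with rise to 28873 and fewer of them are lower (12.1% in *Ram* cKO against 25.7% as reported), so that this is no evidence on DNA replication. Type II interferon signalling lost the threshold in *Rnmt* cKO with at least 10 counts in every sample (0.0645), by the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. The number of counts limits the results for small RNAs, with a median of 42 counts per sample for the snoRNA genes tested and 35.2 for the snRNA genes.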

Differences from the paper's values

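The counts compared here are of single genes from uniquely mapped reads, and the paper's small RNA numbers are of Rfam families after a recount that keeps multimapping reads. The number of snoRNAs past the detection filter was 101 against the paper's 176. With unstranded counts it was 121, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined closed the gap. The number of lower snoRNAs was 28 in *Ram* cKO against the paper's 93 and 27 in *Rnmt* cKO against the paper's 88. These ranged from 14 to 31 and from 13 to 27 over the alternatives, none of which closed the gap.

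The number of snRNAs past the filter was 59 against the paper's 9, and ranged from 37 to 404 over the alternatives. In *Ram* cKO, 19 snRNAs were higher against the paper's 1 (range 7 to 22), and 2 were lower against the paper's 1 (range 0 to 4). In *Rnmt* cKO, 21 were higher against the paper's 4 (range 15 to 25). None of the alternatives set before the data were examined closed the gap in these snRNA numbers by the criterion used.

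The number of genes changed in opposite directions was 1 against the paper's 0. It was 0 with DESeq2's Wald test, at an adjusted p under 0.01, with an absolute log2 fold change of at least 1, and without *Rnmt* control replicate 1, *Rnmt* cKO replicate 3 or *Ram* control replicate 1. The other alternatives set before the data were examined, the edgeR exact test among them, gave at least 1, not always the same gene. Rn7sk was opposite in 6 of the 12 fits that left out 1 sample, 3 gave 0 genes, and 3 gave another gene (Ube2e2, Xlr3b or Ramac).

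The paper names DNA replication among the pathways of the reduced RNAs. The list used here had 14 of 46 genes lower in *Ram* cKO and was not past the threshold of 0.05 (adjusted p = 0.278, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). The paper's pathway figure used a looser FDR limit, which this adjusted p would pass. The lists and limits are therefore unlike, and the result does not contradict the paper's. Over the alternatives its adjusted p in *Ram* cKO ranged from 0.00255 to 1. It was past the threshold in *Ram* cKO without the filter (adjusted p = 0.00255), with 13 of 46 genes lower against 12.1% of the other 28873 genes, and by a narrow margin without *Ram* control replicate 3 (adjusted p = 0.0500), and in *Rnmt* cKO without the filter (adjusted p = 2.0e-04) and with only the 6 samples of the comparison (adjusted p = 0.0218), by the same Fisher's exact test and adjustment. The paper describes lower expression of ribosome biogenesis factors. Taf1d, Utp14a and Npm1, which it names, were lower, while in the list of 62 factors 6 were lower and 31 higher. These levels are relative to the other RNAs of each library, and amounts per cell were not measured here.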

Other observations

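The tests of ribosome biogenesis factors and of spliced snoRNA host transcripts and of the NK cell markers and the permutation tests of the interferon-stimulated genes and the B cell markers were chosen only after those results were seen, and the reading of both of these sets as undecided was set after their values were seen.

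Other groupings of the samples were compared with the real one, in fits of the 6 samples of each comparison. Only groupings that part every pair of same-numbered samples were compared, 4 for each comparison with the real one included. In *Ram* cKO 6244 genes changed in the real grouping, of which 35 were snoRNA genes and 77 ribosomal protein genes, and in *Rnmt* cKO 7129, with 39 snoRNA genes and 77 ribosomal protein genes. The other groupings gave 0 genes, with 29 to 213 genes at an unadjusted p under 0.05 in the *Ram* line and 67 to 144 in the *Rnmt* line. Between the controls the real grouping gave 4 genes and the others 0, with 395 to 656 genes at an unadjusted p under 0.05. For each of these counts of genes, snoRNA genes and ribosomal protein genes, 1 of 4 groupings was as large as the real one, and for the 5410 genes changed in the same direction in both cKOs 1 of 16 pairs of groupings. These shares cannot go under 0.05, since so few groupings part every such pair. The groupings that part 1 such pair gave 0 genes in each line and at most 1 between the controls. Between the controls they had 330 to 1156 genes at an unadjusted p under 0.05, and the real grouping had 1072. Over all groupings, 1 of 100 pairs of groupings of the 2 lines gave as many genes changed in the same direction, the real one.

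The decrease of the ribosomal protein genes was compared with random lists matched on gene length, GC content or expression level. In both cKOs the share of 10000 lists with a median as low was 0.0001 for each property, the smallest the draws can give. Across 79 genes the Spearman rho of named pseudogene copies and log2 fold change was -0.0554 in *Ram* cKO (one-sided permutation p = 0.314) and 0.0928 in *Rnmt* cKO (p = 0.791, the same permutation test). Genes are not independent replicates. This relation cannot settle whether reads are lost to pseudogenes, since a loss by the same fraction in cKO and control cancels in the fold change. In a comparison chosen after the data were seen, 17 of the 18 genes without a named copy were lower in *Ram* cKO and 18 in *Rnmt* cKO. Their median log2 fold changes were -0.55 and -0.60, against -0.58 and -0.52 for the 61 genes with named copies. A greater loss to named copies in the cKOs would also raise those copies. Of 47 pseudogenes named after ribosomal proteins, 26 were lower in *Ram* cKO and 15 in *Rnmt* cKO. Of all 411 processed pseudogenes tested, 26 and 29 were higher. These values argue against loss to named copies as the source of the whole decrease. Copies under other names were not counted, so a loss to them is left open. Over 23 settings and both cKOs the median log2 fold change of the set ran from -0.61 to -0.50, and that of all genes from -0.0081 to 0.075. A change that follows the function of these genes is a candidate explanation. Gene length, GC content and expression level were tested, and loss to pseudogenes under other names is left open.

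The ribosome biogenesis factors were mostly higher relative to the other RNAs of each library, which does not show a rise per cell. Lists matched on expression level had a median as high in a share of 0.0001, the smallest possible, in both cKOs, and lists matched on gene length in a share of 0.002 in *Ram* cKO and 0.0001 in *Rnmt* cKO. Over the settings their median log2 fold change ran from 0.099 to 0.21. Of a list of 11 spliced snoRNA host transcripts, all 9 tested were lower in both cKOs. Lists matched on expression level or on gene length had medians as low in a share of 0.0001, the smallest possible. The median of the 9 ran from -2.08 to -1.67 over the settings. Snhg10, the host of Scarna13, is not in this list and was higher past the threshold (log2 fold changes 0.85 in *Ram* cKO and 0.86 in *Rnmt* cKO). Whether the transcripts of the 9 lower hosts are degraded or made at a lower rate was not tested.

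The log2 fold changes of 94 intronic snoRNA genes rose with those of their host genes, with a Spearman rho across genes of 0.661 in *Ram* cKO and 0.574 in *Rnmt* cKO (one-sided permutation p = 1e-05 in each, the smallest the permutations can give). With 1 mean per host gene, over 75 hosts, rho was 0.683 and 0.595. The decrease of snoRNAs may therefore follow the loss of the host transcript. Reads of the host's own RNA counted on the snoRNA gene are another explanation. Of the snoRNA genes in introns 24 of 95 (25.3%) were lower in *Ram* cKO, against 4 of the 6 others (two-sided Fisher's exact test, p = 0.0484). In *Rnmt* cKO the numbers were 23 of 95 and 4 of 6 (two-sided Fisher's exact test, p = 0.0424). Of the 6 others, 1 overlaps a host exon, and for the rest the annotation gives no host gene. This comparison therefore cannot test reads of host RNA, and the pattern cannot be told apart from them.

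Type I interferon-stimulated genes were tested for a response to incompletely capped RNA. The median log2 fold changes of the set were 0.087 in *Ram* cKO and 0.18 in *Rnmt* cKO. By limma's camera, the test set beforehand, it was not shifted (p = 0.202 and 0.247, two-sided), while an exact permutation test of the set median against that of all genes gave one-sided p = 0.100 in *Ram* cKO and 0.15 in *Rnmt* cKO, and 0.0150 for a rise as large in both cKOs over 400 pairs of groupings. A small response can therefore be neither shown nor excluded. A relative rise of RNAs that carry no cap was tested with the mitochondrially encoded mRNAs. Of 10 tested, 0 were higher in each cKO, and 0 in *Ram* cKO and 0 in *Rnmt* cKO at an unadjusted p under 0.05. In *Ram* cKO 10 of them had a negative log2 fold change (median -0.30, 1 lower past the threshold), and in *Rnmt* cKO 10 had a positive one (median 0.14). In the interaction test of single genes (edgeR's quasi-likelihood test, Benjamini-Hochberg) 0 of them were past the threshold and 1 had an unadjusted p under 0.05. Without the filter 7 of 13 were past it, and 5 were past the threshold in opposite directions in the cKOs.

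The composition of the samples was tested with marker genes listed before the test. The highest level of a Y-linked gene in any sample was 0.0343 CPM, which leaves no sign of male mice in either group. For fewer regulatory T cells, Foxp3 and Ikzf2 should both be lower, and 1 of them was. Foxp3 had log2 fold changes of -0.45 in *Ram* cKO (adjusted p = 0.0152) and -0.49 in *Rnmt* cKO (adjusted p = 0.0166), and Ikzf2 of 0.27 (adjusted p = 0.0942) and 0.18 (adjusted p = 0.284), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The B cell markers had median log2 fold changes of 2.30 in *Ram* cKO and 1.74 in *Rnmt* cKO, with a smaller camera p of 0.315 (two-sided). For the B cell markers the exact permutation test gave a one-sided p of 0.1 in *Ram* cKO, 0.2 in *Rnmt* cKO and 0.0500 for a rise as large in both cKOs. One by one, 6 of 9 B cell markers were higher in *Ram* cKO and 2 in *Rnmt* cKO, while Ighm fell (-0.65 in *Ram* cKO and -0.48 in *Rnmt* cKO). The sum of all 12 B cell markers, most of which is Ighm, fell from 310.4 to 228 CPM in *Ram* cKO and from 305 to 242 CPM in *Rnmt* cKO. These markers go both ways, and the differences between cKO and control cannot be told apart from a change in contaminating B cells for genes that B cells express. Of 13 myeloid markers 1 was at a level to be tested, too few for a test of the set, and their sum was 5.28 CPM in control and 5.09 CPM in cKO in the *Ram* line and 5.37 and 5.22 CPM in the *Rnmt* line.

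The sum of 5 NK cell markers rose from 7.04 to 28.1 CPM in *Ram* cKO and from 6.83 to 27.4 CPM in *Rnmt* cKO. The marker tested, Eomes, had log2 fold changes of 1.91 (adjusted p = 7.4e-07) and 1.99 (adjusted p = 1.2e-06), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 4 markers together reached at most 0.289 CPM in a sample. The rise is therefore of Eomes, and more NK cells do not account for it.

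Between the *Ram* and *Rnmt* control groups, 0 of 203 genes within 10 Mb of Ramac or Rnmt were past the threshold. An unadjusted p under 0.05 was found for 15 of them (7.39%), against 6.98% of the other genes (one-sided Fisher's exact test, p = 0.450). Since no gene was past the threshold anywhere, passenger alleles linked to the floxed genes cannot be excluded or shown.

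In a principal component analysis of 7675 genes the first component held 82.0% of the variance and the second component 4.82%. On the second component *Ram* cKO replicate 1 lay at 12.1, apart from the other samples, which ran from -3.09 to 5.18. Larp1, which binds TOP mRNAs, had log2 fold changes of 0.24 in *Ram* cKO (standard error 0.052, adjusted p = 0.00113) and 0.27 in *Rnmt* cKO (standard error 0.052, adjusted p = 4.4e-04), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Eif4e, which encodes a cap-binding protein, had log2 fold changes of -0.012 (adjusted p = 0.836) and 0.10 (adjusted p = 0.0533) by the same test and adjustment.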
